# SUMOylation Regulates Transcription by the Progesterone Receptor A Isoform in a Target Gene Selective Manner

**DOI:** 10.3390/diseases6010005

**Published:** 2018-01-02

**Authors:** Hany A. Abdel-Hafiz, Michelle L. Dudevoir, Daniel Perez, Mohamed Abdel-Hafiz, Kathryn B. Horwitz

**Keywords:** breast cancer, progesterone receptors, SUMOylation, tamoxifen resistance

## Abstract

Luminal breast cancers express estrogen (ER) and progesterone (PR) receptors, and respond to endocrine therapies. However, some ER+PR+ tumors display intrinsic or acquired resistance, possibly related to PR. Two PR isoforms, PR-A and PR-B, regulate distinct gene subsets that may differentially influence tumor fate. A high PR-A:PR-B ratio is associated with poor prognosis and tamoxifen resistance. We speculate that excessive PR-A marks tumors that will relapse early. Here we address mechanisms by which PR-A regulate transcription, focusing on SUMOylation. We use receptor mutants and synthetic promoter/reporters to show that SUMOylation deficiency or the deSUMOylase SENP1 enhance transcription by PR-A, independent of the receptors’ dimerization interface or DNA binding domain. De-SUMOylation exposes the agonist properties of the antiprogestin RU486. Thus, on synthetic promoters, SUMOylation functions as an independent brake on transcription by PR-A. What about PR-A SUMOylation of endogenous human breast cancer genes? To study these, we used gene expression profiling. Surprisingly, PR-A SUMOylation influences progestin target genes differentially, with some upregulated, others down-regulated, and others unaffected. Hormone-independent gene regulation is also PR-A SUMOylation dependent. Several SUMOylated genes were analyzed in clinical breast cancer database. In sum, we show that SUMOylation does not simply repress PR-A. Rather it regulates PR-A activity in a target selective manner including genes associated with poor prognosis, shortened survival, and metastasis.

## 1. Introduction

Actions of progesterone (P) are mediated by two progesterone receptor (PR) isoforms called PR-A and PR-B. They are co-expressed in the normal breast, but equimolarity may be disrupted in breast cancers [1]. The two isoforms have different physiological functions and regulate different sets of genes [1]. In animals, tissue-specific differences in their distribution patterns may account for dissimilar organ-specific P effects [2]. In the mouse mammary gland, PR-B is important for ductal side-branching and the labulo-alveolar development of pregnancy, while PR-A deficiency results in uterine and ovarian abnormalities and infertility. PR-A overexpression leads to abnormal mammary gland development including loss of cell–cell adhesion and basement-membrane integrity, suggesting that P signaling via PR-A contributes to tumorigenesis [3]. Some of the genes regulated only by PR-B and required for normal mammary gland development have been associated with metastasis [4].

In human cells, PR-A controls expression of genes involved in cell adhesion, cell morphology, invasiveness and metastasis, resistance to apoptosis, and tamoxifen resistance [5]. Overexpression of PR-A may promote tumorigenesis and modify responses to tamoxifen, but not to aromatase inhibitors [1]. In vitro and animal studies have shown that exogenous hormones can alter PR-A:PR-B ratios in both normal and malignant cells [6]. Similarly, exposure to exogenous hormones such as with HRT may alter PR-A:PR-B ratios in humans, including in breast cancers [1]. 

PRs are progestin-activated transcription factors that bind directly to DNA at progesterone response elements (PREs), or bind indirectly by tethering to other DNA-bound factors [7]. The functional differences between the two isoforms are not related to DNA binding since they have equal DNA binding affinities [8]. Rather, since the two isoforms have distinct structural conformations [9], they interact with dissimilar sets of co-regulators on DNA [10]. This is due in part to AF-3 in the unique PR-B upstream sequence and absent in PR-A, which contributes to PR-B’s strong transcriptional activity [11,12]. 

Post-translational modifications such as SUMOylation, acetylation, ubiquitination and phosphorylation modify all nuclear receptors thereby altering their hormone sensitivity, transcriptional activities, protein down-regulation, nuclear localization and protein-protein interactions [13]. Both PRs are post-translationally modified. PR N-termini contain most of the sites subject to modification, including the MAP kinase phosphorylation site Ser294, and the SUMO conjugation site Lys388. PR-B, but not PR-A, are phosphorylated on Ser294 by MAPK and cyclin dependent kinase 2 (CDK2) [14]. PR-B SUMOylation is highly dynamic and hormone-dependent. Disruption of Lys388 by mutation or by deSUMOylation increases the transcriptional activity of PR-B on synthetic PRE-driven promoters suggesting that SUMOylation inhibits transcription [15].

On PR-B, SUMOylation and phosphorylation are independent of one another [15]. However, activation of MAPK and its downstream kinases has complex effects on SUMOylation. For instance, expression of constitutively active MEKK1 has dual effects: it induces SUMOylation of unliganded PR-B but inhibits hormone-dependent PR-B SUMOylation [15]. At all concentrations, MEKK1 increases both basal and hormone-dependent PR-B transcriptional activity, suggesting that its effects on PR-B SUMOylation are indirect. Little is known about the role of SUMOylation on PR-A-dependent transcription of synthetic reporters; its effects on PR-A vs. PR-B function on model reporters; or its role in regulating PR-A vs. PR-B transcription on endogenous genes in breast cancer cells. In this study we address these questions.

## 2. Materials and Methods

### 2.1. Plasmids

Expression vectors for PR-B (pSG5 hPR1) and PR-A (pSG5 hPR2) were a gift of P. Chambon (Strasbourg, France). Cloning of pSG5 hPR1 K388R (PR-B K388R), pSG5 hPR2 K388R (PR-A K388R), hPR2 S294A (PR-AS294A), pSG5 hPR2 R606A (PR-A DX; a DNA dimerization mutant), and constitutively active pCMV-MEKK1 were described previously [7,11]. Construction of PRE_2_-Luc and MMTV-Luc reporter plasmids were described previously [12]. Flag-SENP1 and Flag-SENP1 mutant (R630L, K631M) were gifts of E. Yeh (M. D. Anderson, Houston, TX, USA).

### 2.2. Transcription Assays

HeLa cell transfections were carried out by calcium phosphate co-precipitation as described previously [11]. Briefly, 1.2 × 10^5^ cells were plated in phenol-red free minimum Eagle’s medium (MEM) containing 5% twice charcoal-stripped FBS. Twenty four hours later, cells were washed and treated with the synthetic progestin R5020 (Sigma Chemical Co., St. Louis, MO, USA), the mixed agonist/antagonist RU486, or the pure antiprogestin ZK98299 at the final concentrations indicated in the figures. Cells were harvested in lysis buffer (Promega, Madison, WI, USA), and the lysates were analyzed on a dual luminometer. Results were normalized to Renilla luciferase activity and expressed as indicated in the figures. 

### 2.3. Immunoblotting

Briefly, for Western blotting [16] whole cell extracts were prepared from transiently transfected HeLa cells treated as indicated in the figures. Following total protein quantification, lysates were separated by SDS-PAGE, transferred to nitrocellulose, and probed with anti-PR PgR1294 (DakoCytomation, Carpinteria, CA, USA) or anti-β-actin AC-74 (Sigma Chemical Co., St. Louis, MO, USA) monoclonal antibodies. The immunoreactive bands were visualized using the ELC system (PerkinElmer Life Sciences, Houston, TX, USA).

### 2.4. Stable Cell Lines

T47D human breast cancer cells stably expressing WT or SUMOylation-deficient PR-A were created by transfection of previously cloned PR negative T47D-Y cells with expression vectors that encode WT PR-A or PR-AK388R mutant [16,17]. Construction of PR-B expressing cells was previously reported. Cells were maintained in MEM supplemented with 5% FBS, nonessential amino acids, 25 U/mL penicillin and 25 μg/mL streptomycin, and 5 ng/mL insulin. All cell lines have been authenticated by short tandem repeat analysis and are routinely confirmed to be mycoplasma-free. 

### 2.5. Microarray Analysis

For gene expression profiling [18], PR-negative T47D-Y cells (no PR), plus derived cells stably expressing WT PR-A or the RPR-A K388 mutant, were cultured as above in vehicle control or 10 nM R5020 for 24 h. Total RNA was extracted (RNAeasy; Qiagen, Baltimore, MD, USA), cRNA was labeled and hybridized to U133 Plus 2 microarrays (Affymetrix, Santa Clara, CA, USA) as described [18]. Partek Genomics Suite 6.0 (Partek Inc., Palo Alto, CA, USA) was used to normalize raw data followed by ANOVA to identify genes differentially expressed among groups in a significant manner. A gene was considered significantly changed, if it had an adjusted *p* < 0.05 and fold-change ≥1.5. Heat maps and Venn diagrams were generated using Partek Suite 6.0. Ingenuity Pathway Analysis was used to identify biological processes enriched for differentially expressed genes. All microarray data have been deposited in the Gene Expression Omnibus Database (accession number GSE108607 (http//www.ncbi.nlm.nih.gov/geo)).

### 2.6. Gene Expression in Human Tumor Samples

The correlation between gene expression and survival in breast tumors was analyzed by Kaplan–Meier survival analysis (http://kmplot.com/analysis). We compared patient tumors that highly express the selected differentially regulated genes to ones with low expression and restricted the analysis to luminal subtypes that express ER and PR or were ER–/PR–. The hazard ratio with 95% confidence intervals and log rank *p*-value were computed. To carry out the comparative analysis between normal and tumor, we used the publicly available Oncomine database to find the status of differentially regulated genes in breast cancer vs. normal (www.oncomine.org) and used the differential analysis “cancer vs. normal” tool. The setting used for the searches were ATAD2, SPINT3, CDKN1c, and CLDN8; cancer type: Breast.

## 3. Results

### 3.1. SUMOylation Suppresses PR Transcriptional Activity in a Promoter Dependent Manner

Downstream of aa165, PR-A and PR-B share post-translational modifications sites including ones for hormone-dependent phosphorylation (Ser294 and Ser345), SUMO conjugation (Lys388), and acetylation (KxKK at aa 638–641) (Figure 1A). PR-B SUMOylation is hormone-dependent and suppresses receptor-driven transcription on multiple PREs but not on a single PRE or on MMTV [15]. DeSUMOylation by mutation of PR-B Lys388 promotes transcriptional synergy with other factors on complex promoters. Since PR-A lacks the 165aa “B-upstream segment” (BUS) containing activation function 3 (AF-3), we conjectured that PR-A might not be subject to transcriptional synergy. We therefore compared effects of SUMOylation/deSUMOylation in HeLa cells transfected with WT PR-B or WT PR-A, and the PR-BK388R or PR-A K388R SUMOylation deficient mutants. All four were tested for ligand-independent (–) and ligand-dependent (+) transcription using PRE_2_-Luc (Figure 1B) and MMTV-Luc (Figure 1C) and the progestin R5020. There was no ligand-independent activity. In the presence of ligand, compared to their WT counterparts, both PR-B and PR-A SUMO-deficient mutants displayed increases in transcription on PRE_2_-luc (but not MMTV-Luc). Thus AF-3 of PR-B is not involved in de-repressing transcriptional activity mediated by SUMOylation. We confirmed that AF-3 was uninvolved using the PR-BdL140 BUS mutant in which we knocked out AF-3 function [12], by mutating its K388 to yield PR-Bdl140 K388R. This mutant nevertheless still demonstrated transcriptional upregulation, establishing on the full length PR-B molecule that AF-3 was unnecessary (data not shown). Note that while the activity of PR-A remains weak compared to PR-B it is nevertheless raised by deSUMOylation. Overall, based on use of synthetic promoters, this study demonstrates that SUMOylation suppresses transcription by PR-B and PR-A, which is relieved by deSUMOylation.

### 3.2. SENP1 deSUMOylates PR-A, Which Enhances Its Transcriptional Activity

We analyzed SUMOylation in more detail focusing on PR-A. PR-B can be deSUMOylated by SENP1 [15]. Its catalytic function can be inactivated by mutation of Cys603 to yield mSENP1 [19]. We examined SENP1-mediated deSUMOylation of PR-A (Figure 2A) in HeLa cells co-transfected with PR-A, GFP-SUMO1, and either wild type SENP1 or mSENP1, in the absence or presence of R5020. To be SUMOylated, PR-A must be liganded (lanes 1, 3, 5). Liganded PR-A are SUMOylated in the absence of SENP1 (lane 2), remain SUMOylated with mSENP1 (lane 6) but are deSUMOylated by SENP1 (lane 4) demonstrating a role for SENP1 in regulating SUMOylation of PR-A. 

Based on Figure 1, this suggested that SENP1 would increase transcription by PR-A. To examine this, transcription of PRE_2_-Luc was measured in the presence of co-transfected SENP1 or mSENP1 when PR-A were liganded by the agonist R5020, by RU486 (a mixed agonist/antagonist on PR-B but a pure antagonist on PR-A), or by ZK98299, a pure antagonist on both PRs (Figure 2B). In HeLa cells expressing SENP1 or mSENP1, agonist-occupied PR-A are poor trans-activators and the antagonists have no effects. However, PR-A deSUMOylation by SENP1 increases R5020-dependent transcription 10-fold. Remarkably, deSUMOylation exposes the partial agonist properties of RU486 on PR-A; properties that had been reported previously only on PR-B [20]. Note that ZK98299 remains a pure antagonist even on deSUMOylated PR-A. Thus SUMOylation control the agonist/antagonist activity of RU486 liganded PR-A. Parenthetically, this suggests that PR-A may provide a sensitive assay for screening new antiprogestins for any partial agonist activities. In PR-A positive breast cancer cells, co-transfection of SENP1 but not mSENP1 also enhances transcription demonstrating that this effect is not cell specific (not shown). 

To confirm that the transcriptional effects in Figure 2B are due directly to PR-A deSUMOylation, a similar study was conducted using the SUMOylation deficient PR-AK388R mutant (Figure 2C). K388R mutant PR-A are completely insensitive to SENP1 demonstrating that the enzymatic effects in Figure 2B require an intact PR-A SUMOylation site. Interestingly, since either PR-A deSUMOylation or mutation of the SUMOylation site expose the partial agonist activity of RU486, both modifications may globally impact PR-A protein structure, thereby altering co-regulator recruitment.

### 3.3. The PR DNA Binding Domain (DBD) Dimerization Interface Is Unnecessary for SUMOylation or Transcriptional Control

Transcription by nuclear receptors is complex, involving post-translational modifications such as SUMOylation, a dimerization interface on the DBD [7,21], and for PR, interactions between the ligand binding domain (LBD) and N-termini to stabilize binding to DNA at multiple PREs [12]. To test the role of DBD dimerization, transcription was quantified on PRE2-luc using PR-A, the PR-A K388R mutant as control, and PR-A DX, an R606A mutant of the D-box in the second zinc finger of the DBD [7]. Figure 3A shows that unlike liganded PR-A K388R (lane 4), liganded PR-A DX (lane 6) are SUMOylated to levels equivalent to WT PR-A (lane 2). Thus, SUMOylation/deSUMOylation does not require an intact DBD or theoretically, DNA binding.

Transcription of PRE_2_ by WT and PR mutants is shown in Figure 3B. SENP1-mediated deSUMOylation strongly activates transcription by R5020-occupied WT PR-A. Mutation of K388 exposes this synergy even in the absence of SENP1. Similar hyper-activation is seen with PR-A DX whether or not it is deSUMOylated by SENP1. This shows that SUMOylation of the DBD dimerization mutant does not inhibit its activity at compound PREs, indicating that DBD dimerization is required downstream of SUMOylation to unmask the inhibitory effects of SUMO.

### 3.4. Stimulation of PR-A Ligand-Independent Transcription by MEKK Is Independent of SUMOylation

To examine effects on transcription from the interplay between phosphorylation and SUMOylation, we compared transcription by WT PR-A, the K388R SUMOylation-deficient mutant, or a S294A phosphorylation-deficient mutant (Figure 4A) in the presence or absence of constitutively active MEKK1. Low MEKK1 expression levels increased hormone-independent and hormone-dependent activities of WT and K388R PR-A. Thus, the stimulatory effect of MEKK1 occurs even on deSUMOylated PR and thus independently of SUMOylation. MEKK1 also stimulated hormone-independent and hormone-dependent transcription of the S294A mutant, demonstrating that MEKK is not acting through this phosphorylation site. Of note, stimulatory effects of MEKK1 are highly concentration dependent. The data in Figure 4B use physiological MEKK1. At pharmacologic concentrations MEKK1 inhibits hormone-dependent PR-A SUMOylation (data not shown); underscoring the importance of dose-response studies in such analyses.

### 3.5. Histone Acetylation, SUMOylation and Transcription by PR-A

Trichostatin A (TSA) alters gene expression by impeding histone deacetylases (HDACs). HDACs have been implicated in transcriptional repression by SUMOylation [22]. To test whether HDACs influence SUMO regulation of PR, the transcriptional activities of WT PR-A or PR-A K388R were tested +/− TSA and +/− the SUMO de-conjugating enzyme SENP1 (Figure 5A). TSA alone improved transcription by unliganded or liganded PR-A, but to a lesser extent than deSUMOylation by SENP1 (left). TSA plus SENP1 were additive or weakly synergistic, suggesting relatively independent mechanisms of action for acetylation and SUMOylation. This was tested directly with the SUMOylation-deficient mutant (right). Here too, TSA boosted ligand-independent and -dependent transcription. Interestingly at high concentrations (Figure 5B), TSA induced SUMOylation of unliganded PR-A, but inhibited SUMOylation of liganded PR-A; a discordance which confirms that acetylation and SUMOylation are dissociated.

### 3.6. SUMOylation Differentially Regulates Endogenous Progestin Target Genes in Breast Cancer Cells

The above synthetic promoter studies support the conclusion that SUMOylation exerts similar repressive effects on PR-A and PR-B. Can this conclusion be applied to endogenous genes? To answer this, we generated sublines from our previously generated PR-negative T47D-Y breast cancer line, that stably express WT PR-A or K388R PR-A (AKR). Figure 6C shows that T47D-Y are PR–; that the two modified cell lines express similar levels of PR in the absence of R5020; and that receptors in both cells undergo normal ligand-dependent down-regulation [16]. Further, both cell lines appropriately activate transcription of PRE_2_-Luc [16]. Transcript levels of the three untreated, or 24 h R5020-treated, cells were quantified using U133 Plus 2 chips [23]. 

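Gene expression was measured on 10 Affymetrix U133 Plus 2 arrays, 2 for each of 5 groups of T47D breast cancer cells. The groups were WT PR-A cells with vehicle or R5020, PR-A K388R cells with vehicle or R5020, and the PR-negative T47D-Y cells with vehicle. R5020, a synthetic progestin, was given at 10 nM for 24 h; R5020-treated T47D-Y cells were not analysed here. The sample labels give DMEM with charcoal-stripped serum and a PicoPure RNA kit, whereas the paper's methods give MEM with FBS and an RNAeasy kit. The labels number the replicates 1 and 2 without saying that they are separate cultures, so the p-values measure only the spread between these samples. In the values analysed here the replicate 1 and replicate 2 arrays have the same sum over the 5 groups for every probe set (largest difference 0.0003). The replicate number had thus been removed from them, and 4 residual degrees of freedom are independent where the fit counts 5, so its p-values are too small. The values are log2 signals that the authors normalized in Partek Genomics Suite by a method not stated. The table analysed here holds part of the array; 12547 of its probe sets match 1 gene symbol and stand for 8904 genes. No probe set for PGR, the receptor gene itself, or for CDKN1C, CLDN8, ATAD2, SPINT3, ADAMTS8, KCNMA1, STYK1 or ESRRG was among those used here. Array medians lay between 4.59 and 4.69. Across probe sets, which are not independent replicates, Pearson's r was 0.996 to 0.997 between arrays of one group and 0.977 to 0.993 between groups.

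All 10 arrays were fitted in limma with 1 mean per group. A probe set was counted as raised or lowered at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 1.5, the thresholds of the paper's methods. The difference of the R5020 responses was the response of PR-A K388R cells minus that of WT PR-A cells. With the replicate number as a block, which leaves 4 residual degrees of freedom, the log2 changes stay the same, and the probe sets called for this difference fell from 237 higher and 289 lower to 85 and 156. Of 25 gene lists fixed before the data were examined, 22 came from general knowledge and 3 hold genes the study names; they were tested with limma's camera at a preset correlation between genes of 0.01. With an estimated correlation, the number of lists passing fell from 13 to 1 for the R5020 response of WT PR-A cells, from 11 to 1 for that of PR-A K388R cells and from 12 to 0 for the difference of the responses. It also fell to 0 from 4 for WT PR-A against T47D-Y, from 3 for PR-A K388R against T47D-Y and from 4 between both vehicle-treated PR-A lines. The list that passed with either correlation held known progestin targets. SGK1 and PDK4, which the study names from these samples, are among them, so this list is not wholly independent evidence. The hypoxia and glycolysis list likewise holds NDRG1.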

Unliganded and progestin-regulated genes were grouped by hierarchical clustering into upregulated (red) and down-regulated (blue) genes (Figure 6A). Despite the complexity, statistical analyses resolved 7 distinct gene clusters (Figure 6A). In general Cluster 1 genes are upregulated uniquely by liganded WT PR-A; Cluster 2 genes are upregulated by WT and AKR mutant PR-A; Cluster 3 genes and to a lesser extent Class 4 genes are upregulated mainly by AKR mutant PR-A; Class 5 genes are interesting, apparently down-regulated by both unliganded and liganded WT PR-A; Class 6 genes tend to be down-regulated by liganded WT and mutant PR; Class 7 genes are demonstrably down-regulated mainly by the liganded AKR PR mutants.

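Most probe sets raised by R5020 fell into 2 of 7 clusters, and those lowered were spread over more, when the 3405 probe sets that varied between the 5 groups were clustered here. The largest cluster, with 724 probe sets, held 430 that rose with R5020 in WT PR-A cells and 84 that rose in PR-A K388R cells. A cluster of 333 probe sets held 138 that rose in WT PR-A cells, 61 that rose in PR-A K388R cells and 9 of the 18 measured progestin targets. A cluster of 208 probe sets held 164 that fell in WT PR-A cells, 27 that fell in PR-A K388R cells and 4 of the 11 measured luminal lineage genes. Another, of 346 probe sets, held 111 and 21 that fell in these lines, and had a median of -0.52 for vehicle-treated PR-A K388R against T47D-Y cells. One of 693 probe sets, with a median 0.64 (log2) higher in vehicle-treated WT PR-A than in T47D-Y cells, held 92 that fell in WT PR-A and 6 that fell in PR-A K388R cells, and 14 of the 19 measured interferon-stimulated genes. One of 633 probe sets had medians of -0.64 and -0.45 for vehicle-treated WT PR-A and PR-A K388R cells against T47D-Y, and held 79 and 25 that fell with R5020 in these lines, 5 of the 12 cholesterol synthesis genes and 9 of the 31 mitosis genes. The last, of 468 probe sets, held 26 that rose and 8 that fell with R5020 in PR-A K388R cells, 4 that rose and 18 that fell in WT PR-A cells, and 11 of the 35 DNA replication genes.

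The probe sets had an adjusted p under 0.05 in limma's F-test and at least 1.5-fold between group means. Ward's method was cut at 7 clusters, numbered independently of Figure 6A, and no test was made between clusters, which are described by the values that define them. The clusters depend on the settings. With each array left out, the adjusted Rand index with the clusters above was 0.406 to 0.547, with k-means 0.514 and with average linkage 0.420. With average linkage 3 clusters held at least 5% of the probe sets each, and with at least 2-fold between groups 1546 probe sets entered.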

Venn diagrams (Figure 6B) quantify progestin-regulated (red and blue) and ligand independent (yellow and grey) genes by WT PR-A or the SUMO-deficient AKR mutant. 

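R5020 raised known progestin targets in both cell lines. Of 18 measured targets, 15 rose in WT PR-A cells (15 adjusted over the list alone) and 14 in PR-A K388R cells (15 adjusted over the list alone). The list passed camera in both lines, with an adjusted p of 0.0031 in WT PR-A cells and 0.0027 in PR-A K388R cells with an estimated correlation. It includes SGK1 and PDK4, which the study names from these samples. FKBP5, a co-chaperone of steroid receptors, rose 11.7-fold in WT PR-A cells (log2 3.54, standard error 0.09, adjusted p = 1.12e-07 from limma) and 11.8-fold in PR-A K388R cells (log2 3.56, adjusted p = 1.05e-07). HSD11B2, the enzyme that inactivates cortisol, rose by 4.26 and 3.59 on the log2 scale, and LIFR, a cytokine receptor, by 1.79 and 1.50. LIFR stood at 2.85 to 3.43 on the vehicle arrays of both lines, near their lower quartiles (3.30 to 3.39), so the size of its rises is uncertain.

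Among the largest rises in WT PR-A cells were FCGR3B, an Fc receptor gene (log2 4.14, with 0.36 in PR-A K388R cells), CPM, a carboxypeptidase (3.63, with 2.01), RASSF2 (3.36, with 0.30) and MRAS, a Ras-related GTPase (3.26, with 0.57). Among the largest in PR-A K388R cells were SLC26A3, an anion exchanger (4.30, with 1.89 in WT PR-A cells), ASB9 (2.95, with 0.30), PNMT, the enzyme that makes adrenaline (2.68, with 1.53), and ABLIM3 (2.51, with 2.96). On the vehicle arrays of both lines CPM (2.94 to 3.51) and SLC26A3 (2.94 to 3.03) lay near or under the lower quartiles (3.30 to 3.39). FCGR3B (3.68 to 4.03) lay not far above them. The size and rank of their rises are therefore uncertain. Of 15 measured targets of the unfolded protein response and ATF4, 6 rose in WT PR-A cells (6 adjusted over the list alone; MANF 1.07, SLC3A2 1.09 and ASNS 1.20), with an adjusted p of 0.000192 from camera and adjusted p = 0.104 with an estimated correlation. Of 26 hypoxia and glycolysis genes, 8 rose in WT PR-A cells (8 adjusted over the list alone; P4HA2 1.89, SLC2A1 1.45 and BNIP3 1.40), with adjusted p = 0.000343 and adjusted p = 0.108 with an estimated correlation. Of these 26, 4 rose in PR-A K388R cells (6 adjusted over the list alone), with adjusted p = 0.000517 and adjusted p = 0.188 with an estimated correlation. Among 4 metallothioneins, MT1H and MT1X rose in WT PR-A cells by 1.90 and 1.92 (3 genes adjusted over the list alone; list adjusted p = 0.000817, and adjusted p = 0.158 with an estimated correlation).

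In all, 608 probe sets were raised in WT PR-A cells and 195 in PR-A K388R cells. Of these 114 were raised in both lines, against 7.24 expected if the calls were independent. A call in 1 line alone, as for 494 in WT PR-A and 81 in PR-A K388R cells, is no test of a difference. Those in PR-A K388R cells alone were 40 without the first of its R5020 arrays and 43 without the second of its vehicle arrays, and 31 with unmoderated contrasts. The count for PR-A K388R cells was 110 without the first of its R5020 arrays and 124 without the second of its vehicle arrays, and the shared count was 70 without that R5020 array. Unmoderated analysis of variance contrasts gave 74 for PR-A K388R cells and 43 shared, and a fold of at least 2 gave 301, 76 and 55, with 246 and 21 in 1 line alone.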

Four-hundred forty-five (445) genes were R5020-upregulated by both WT and mutant PR-A, 902 were upregulated only by WT PR-A, and 806 were upregulated only by the mutant. 

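HDAC9, a histone deacetylase, PAPSS2, which makes the sulfate donor of the cell, PLK2, a kinase, and SEMA3C, a secreted semaphorin, fell with R5020 in both cell lines. HDAC9 fell by 2.92 (log2, standard error 0.12, adjusted p = 2.86e-06 from limma) in WT PR-A cells and by 1.53 in PR-A K388R cells. PAPSS2 fell by 2.19 and 1.57, PLK2 by 2.34 and 1.43, and SEMA3C by 2.34 and 1.27, in the same order. FRY (-2.48, with -0.02 in PR-A K388R cells) and CX3CR1, a chemokine receptor (-2.31, with -0.85), fell in WT PR-A cells. FRY stood at 3.53 and 3.50 on the PR-A K388R vehicle arrays (lower quartiles 3.34 and 3.39), leaving little room for a fall there. On the WT PR-A R5020 arrays FRY reached 3.50 and 3.70 (lower quartiles 3.32 and 3.28). The size of both FRY changes is therefore uncertain. Of 11 measured genes of the luminal lineage 5 fell in WT PR-A cells (6 adjusted over the list alone), among them FOXA1 (-1.46), ELF3 (-0.99) and TFAP2B (-1.75), with an adjusted p of 3.07e-05 from camera and adjusted p = 0.104 with an estimated correlation. In PR-A K388R cells this list passed too, with adjusted p = 0.0071 (0.0841 without PR-A K388R vehicle replicate 1, and 0.202 with an estimated correlation). FOXA1 fell there by 0.61 (adjusted p = 0.029), a call lost without PR-A K388R vehicle replicate 1 or 2 (adjusted p = 0.0873 and 0.158) or R5020 replicate 1 or 2 (0.0504 and 0.176) and with the replicate number as a block (0.0698). The enrichment of luminal genes among genes lowered in WT PR-A cells alone, 4 of 285 genes, had an adjusted p of 0.0071 from Fisher's exact test, one-sided. It was kept with the replicate number as a block (5 of 281 genes, adjusted p = 0.000299) and with dim probe sets left out (5 of 276, adjusted p = 0.0015). It was lost at a fold of at least 2 (2 of 102 genes, adjusted p = 0.167) and among genes also called in the difference of the responses (1 of 89, adjusted p = 1).

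In all, 478 probe sets were lowered in WT PR-A cells and 92 in PR-A K388R cells. Of these 62 were lowered in both lines, against 2.69 expected if the calls were independent. Without PR-A K388R R5020 replicate 1 or 2, 31 and 46 were lowered in PR-A K388R cells and 24 and 33 in both lines, and without its vehicle replicate 1 or 2, 39 and 61, and 27 and 39. Unmoderated analysis of variance contrasts gave 303 for WT PR-A cells, 24 for PR-A K388R cells and 17 shared, a fold of at least 2 gave 172, 16 and 10, and unadjusted p-values gave 151 for PR-A K388R cells.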

R5020-bound WT PR-A uniquely down-regulated 962 genes, the mutant down-regulated 276, and both receptors down-regulated 206. These diagrams clearly demonstrate the variable responses of endogenous genes to progestin-bound PR-A. The lower diagrams in Figure 2B quantify genes down- or upregulated by unliganded PR-A or PR-AK388R. These are of course also of considerable interest as they may modify tumor biology even in the absence of progesterone.

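Without ligand, some genes of cholesterol synthesis were lower in both PR-A lines than in T47D-Y cells. Of 12 measured, 6 were lower in WT PR-A cells (6 adjusted over the list alone), with an adjusted p of 8.85e-10 from camera and adjusted p = 0.064 with an estimated correlation. HMGCS1, which makes the precursor of mevalonate, had a log2 difference of -1.37 (standard error 0.11, adjusted p = 5.79e-05 from limma), SQLE of -1.71 and FDPS of -0.85. In PR-A K388R cells 3 were lower (3 adjusted over the list alone), with adjusted p = 2.38e-06 and adjusted p = 0.179 with an estimated correlation, and HMGCS1 stood at -1.32.

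Interferon-stimulated genes were higher in WT PR-A cells. Of 19 measured, 15 were higher than in T47D-Y cells (17 adjusted over the list alone), with a median of 3.17, an adjusted p of 1.23e-08 from camera and adjusted p = 0.474 with an estimated correlation. IFI27 was higher by 5.96, IFIT1 by 5.72 and OAS2 by 5.22. The mean of this list differed by 1.19 between the 2 vehicle arrays of WT PR-A cells. DKK1, a secreted Wnt inhibitor, was higher by 6.21 in WT PR-A cells. MGP, a matrix protein, was higher in both lines, by 3.86 in WT PR-A and 5.53 in PR-A K388R cells, as was ARHGDIB, by 2.89 and 3.18. PKIA, an inhibitor of protein kinase A, and MSLN, mesothelin, were lower in WT PR-A cells (-4.44 and -4.09) and in PR-A K388R cells (-4.97 and -4.05). MSLN stood at 3.00 to 3.37 on the vehicle arrays of both PR-A lines, near their lower quartiles (3.30 to 3.39). The size of its differences, and their likeness between the lines, are therefore uncertain.

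In all, 633 probe sets were higher and 598 lower in WT PR-A than in T47D-Y cells, and 197 were higher and 454 lower in PR-A K388R cells. Both lines shared 63 higher probe sets (7.62 expected if independent) and 188 lower ones (16.6 expected). Both comparisons use the same T47D-Y arrays: across probe sets their changes correlated at r = 0.391, where simulated unchanged groups sharing a control gave 0.500, and their covariance was 0.0556 against 0.0089. Simulated groups shared 0 calls. They held no true change, so this cannot show whether the shared calls stem from the PR-A lines or from T47D-Y cells. With arrays centred on their medians 19.6% of the probe sets called in PR-A K388R cells were higher, against 30.3% as deposited. Without T47D-Y replicate 1, 277 were lower in PR-A K388R cells, and 41 higher and 122 lower were shared.

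**Figure D1:**
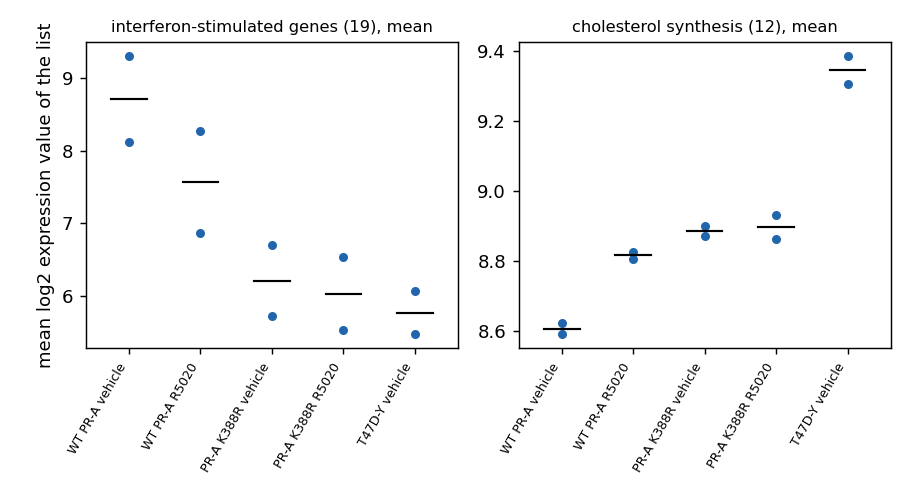
Mean log2 expression of 19 interferon-stimulated genes (left) and 12 cholesterol synthesis genes (right) in each group; points are arrays (2 per group) and bars group means, and the axes do not start at 0. The interferon genes are highest in vehicle-treated WT PR-A cells and the cholesterol genes in T47D-Y cells.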

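Genes responded to R5020 by different amounts in the WT PR-A and PR-A K388R cells, in both directions. MRAS had a difference of -2.70 on the log2 scale, PR-A K388R minus WT PR-A (standard error 0.33, adjusted p = 0.0041 from limma), FCGR3B of -3.78 and RASSF2 of -3.06. FCGR3B stood at 3.68 to 4.03 on the vehicle arrays of both lines, not far above their lower quartiles (3.30 to 3.39). The size of its difference is therefore uncertain. GJA1, the gap junction protein connexin 43, had a difference of -2.71 and SCIN, an actin-severing protein, of -2.46; both lay near the lower quartile of the 4 PR-A K388R arrays (3.34 to 3.39), so the size of these differences is uncertain. ASB9, a substrate adaptor of ubiquitin ligases, had a response larger by 2.65 in PR-A K388R cells (standard error 0.22, adjusted p = 0.0012). Of the 18 progestin targets, 6 had a smaller response in PR-A K388R cells (6 adjusted over the list alone), among them S100P (-1.84), with an adjusted p of 1.35e-05 from camera and adjusted p = 0.0961 with an estimated correlation. The other 12 did not pass the test, FKBP5 among them (0.02). Of the 4 metallothioneins, MT1H (-1.80) and MT1X (-1.57) had smaller responses (2 adjusted over the list alone; list adjusted p = 0.0015, and adjusted p = 0.173 with an estimated correlation). Of 11 luminal genes 2 fell less in PR-A K388R cells, among them TFAP2A with a difference of 0.79 (4 adjusted over the list alone; list adjusted p = 0.0021, and adjusted p = 0.173 with an estimated correlation).

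In all, 237 probe sets had a higher and 289 a lower response in PR-A K388R cells. With the replicate number as a block they were 85 and 156, and 241 of the 526 calls were kept; of the progestin targets 4 and of the luminal genes 1 then passed. Over the 608 raised in WT PR-A cells the median ratio of the PR-A K388R to the WT response was 0.270, and over the 195 raised in PR-A K388R cells the median ratio of the WT to the PR-A K388R response was 0.783; each list was chosen in the line that serves as its denominator. The counts depend on the arrays of both lines: they were 77 higher and 169 lower without WT PR-A R5020 replicate 1, and 82 and 141, 101 and 151, 122 and 167, 99 and 181, 114 and 160, and 101 and 163 without WT PR-A vehicle replicates 1 and 2, PR-A K388R vehicle replicates 1 and 2 and PR-A K388R R5020 replicates 1 and 2. Without WT PR-A R5020 replicate 2 they moved less, to 168 and 203, and without either T47D-Y array to 168 and 239. The call on the TFAP2A difference was lost without WT PR-A vehicle replicate 1 (adjusted p = 0.0526).

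**Figure D2:**
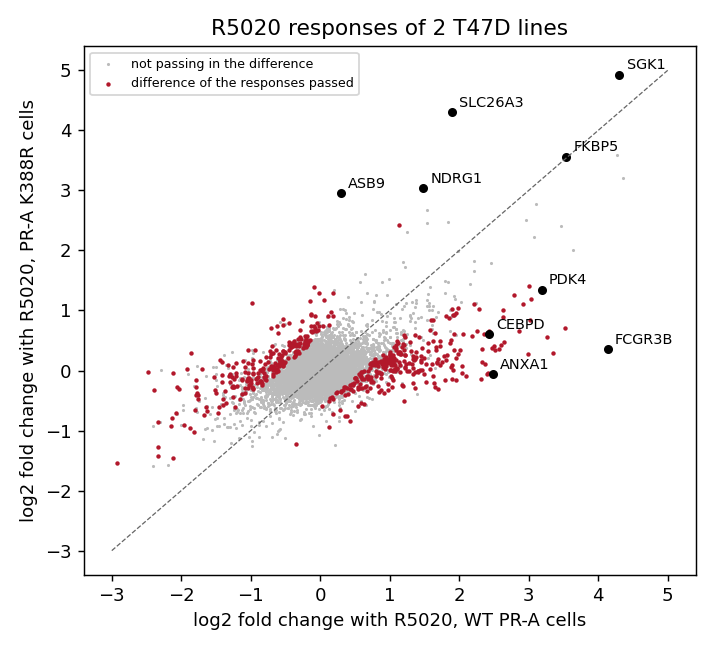
Log2 fold change with R5020 of each probe set in WT PR-A cells (x axis) and PR-A K388R cells (y axis), from 2 arrays per group; red points passed the test of the difference, named genes are black whether they passed or not, and the dashed line marks equal responses. FCGR3B and ANXA1 lie near 0 on the y axis, FKBP5 lies on the line, and ASB9 lies above it.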

Expression profiling clearly shows that endogenously, SUMOylation modulates PR-A function in a target gene selective fashion, and not by general repression of PR-A activity. While some genes, such as SGK1 and PDK4 are unaffected by SUMOylation, others, such as CDKN1c and Claudin 8 (Figure 7) are only expressed in cells capable of SUMOylating WT PR-A. Expression of other genes, such as NDRG1, is enhanced only in the de-repressed K388R mutant cells, indicating that in WT cells SUMOylation represses NDRG1 activity. 

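SGK1 and PDK4 rose with R5020 in both cell lines, and NDRG1 rose in both and more in PR-A K388R cells. SGK1, a serum- and glucocorticoid-regulated kinase (chromosome 6 of GRCh38.p14, 134169256 to 134318112), went from 4.30 ± 0.63 to 8.61 ± 0.09 (log2, SD, n = 2) in WT PR-A cells and from 4.48 ± 0.20 to 9.40 ± 0.39 in PR-A K388R cells. These are log2 fold changes of 4.31 (standard error 0.26, adjusted p = 1.46e-05 from limma) and 4.92 (adjusted p = 5.73e-05). Their difference was 0.62 (standard error 0.37, adjusted p = 0.484), which did not pass the test. PDK4, a mitochondrial kinase that restrains pyruvate oxidation (chromosome 7, 95583499 to 95596516), rose 9.09-fold in WT PR-A cells (log2 3.19, adjusted p = 6.26e-05) and 2.54-fold in PR-A K388R cells (log2 1.34, adjusted p = 0.0296). The PDK4 responses differed by -1.84 (standard error 0.37, adjusted p = 0.0303). PDK4 stood at 3.795 and 4.178 on the vehicle arrays of WT PR-A cells and at 3.468 and 3.849 on those of PR-A K388R cells. These values lie not far above the lower quartiles (3.30 to 3.39). The size of the PDK4 rises and of their difference is therefore uncertain. NDRG1, a stress-induced gene (chromosome 8, 133237175 to 133297252), rose 2.79-fold in WT PR-A cells (log2 1.48, adjusted p = 0.0022) and 8.23-fold in PR-A K388R cells (log2 3.04, adjusted p = 0.000243), a difference of 1.56 (standard error 0.32, adjusted p = 0.0311). A dimmer PDK4 probe set had log2 fold changes of 0.38 and 0.30, with a difference of -0.08, and was not called. Since the values cover part of the array, other PDK4 probe sets may be missing.

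The PDK4 call in PR-A K388R cells was lost without any 1 of the 4 PR-A K388R arrays (adjusted p = 0.151 and 0.0638 without vehicle replicates 1 and 2, and 0.144 and 0.105 without R5020 replicates 1 and 2). The call on the PDK4 difference was lost without WT PR-A vehicle replicate 1 or 2 (adjusted p = 0.106 and 0.0518), PR-A K388R vehicle replicate 2 (0.0936) or PR-A K388R R5020 replicate 1 or 2 (0.0708 and 0.0904). The call on the NDRG1 difference was lost without WT PR-A vehicle replicate 1 or 2 (0.0709 and 0.0968), WT PR-A R5020 replicate 1 or 2 (0.0727 and 0.0722), PR-A K388R vehicle replicate 1 or 2 (0.0595 and 0.0949) or PR-A K388R R5020 replicate 1 (0.0844). Unmoderated contrasts gave adjusted p = 0.176 for PDK4 in PR-A K388R cells and 0.173 and 0.17 for the PDK4 and NDRG1 differences, and the replicate number as a block gave 0.0516 for NDRG1.

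**Figure D3:**
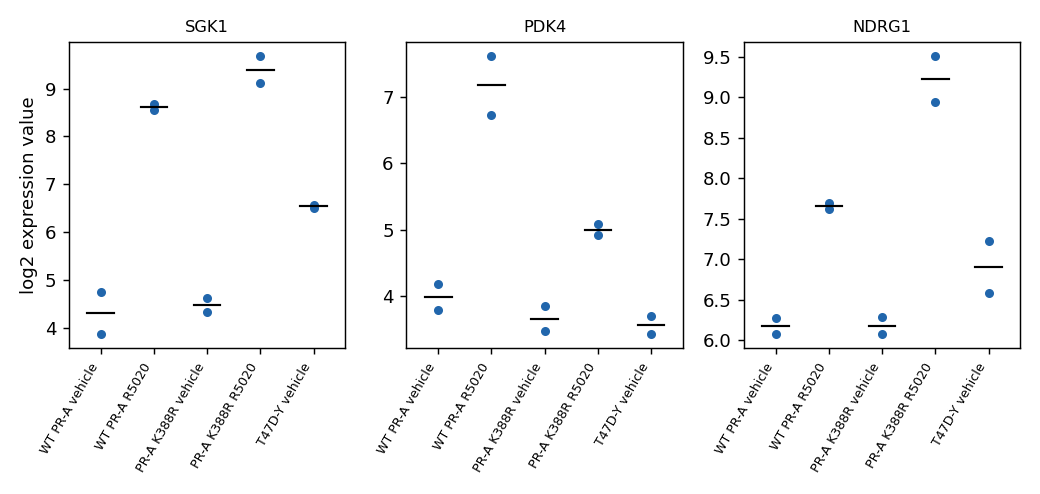
Log2 expression of SGK1, PDK4 and NDRG1 on each array (points, 2 per group) with group means (bars); the axes do not start at 0. Every R5020 array lies above both vehicle arrays of its line.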

We used Ingenuity Pathway Analysis (IPA) to identify cellular functions and pathways significantly enriched by PR-A SUMOylation. The top five diseases were cancer, organismal injury and abnormalities, gastrointestinal disease, reproductive system disease and respiratory disease. 

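Some genes of cell division responded differently to R5020 in the 2 cell lines. Of 31 measured mitosis genes, 8 had a higher response in PR-A K388R than in WT PR-A cells and none a lower one (14 higher adjusted over the list alone), with a median difference of 0.54 on the log2 scale. NDC80, a kinetochore protein, differed by 0.87 (standard error 0.13, adjusted p = 0.0104 from limma), ANLN, which acts in cytokinesis, by 0.85 and MELK, a kinase, by 0.84. Camera gave an adjusted p of 6.95e-14 for the list and adjusted p = 0.127 with an estimated correlation. In PR-A K388R cells, 4 mitosis genes rose with R5020 (5 adjusted over the list alone), NDC80 by 0.74 and PLK1, a mitotic kinase, by 0.71, with adjusted p = 1.51e-18 and adjusted p = 0.072 with an estimated correlation. Vehicle-treated PR-A K388R cells started low for this list, with medians of -0.21 against WT PR-A and -0.23 against T47D-Y vehicle. With R5020 the medians were 0.20 and 0.14 against the same groups. For mitosis a low starting level can therefore not be told apart from a rise. In WT PR-A cells 0 of the 31 passed both of limma's thresholds (median -0.13); ANLN (-0.40, adjusted p = 0.0202), TTK (-0.35, adjusted p = 0.0468) and MELK (-0.29, adjusted p = 0.0471) fell by under 1.5-fold. Of 35 DNA replication genes, 5 had a higher response in PR-A K388R cells (7 adjusted over the list alone; adjusted p = 6.47e-12 from camera, and adjusted p = 0.173 with an estimated correlation). Their median was -0.17 in WT PR-A and 0.30 in PR-A K388R cells. RRM2, which makes deoxyribonucleotides, differed by 0.98 and rose by 0.90 in PR-A K388R cells. Of 18 DNA repair genes, 2 had a higher response, among them TIMELESS, which acts at replication forks, by 0.71 (-0.55 in WT PR-A and 0.16 in PR-A K388R cells; 5 genes adjusted over the list alone; adjusted p = 1.06e-06, and adjusted p = 0.185 with an estimated correlation). Of 22 apoptosis genes 4 had a lower response (4 adjusted over the list alone), among them BCL2L11 (-1.42) and PMAIP1 (-1.75), which promote cell death, with adjusted p = 0.0209 and adjusted p = 0.141 with an estimated correlation.

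Among the 49 genes raised in PR-A K388R cells alone, 4 belong to DNA replication (0.193 expected), 4 to mitosis (0.171 expected) and 0 to DNA repair. Fisher's exact test, one-sided, over 8904 genes gave an adjusted p of 0.000467 for each of the first 2 lists and 1 for DNA repair. Of the 49 genes, 20 were also called in the difference of the responses. Among them 3 belong to DNA replication (adjusted p = 0.0015) and 2 to mitosis (adjusted p = 0.0268). At a fold of at least 2, 15 genes were raised in PR-A K388R cells alone and none came from these lists (adjusted p = 1). With the replicate number as a block 3 mitosis, 1 DNA replication, 0 DNA repair and 2 apoptosis genes passed for the difference, the TIMELESS call was lost (adjusted p = 0.0502), and the list results were kept at the preset correlation. NDC80 kept its rise and ANLN, MELK and NDC80 their differences with any 1 array left out. The call on the RRM2 difference was lost without WT PR-A vehicle replicate 1 or 2 (adjusted p = 0.0643 and 0.0522), WT PR-A R5020 replicate 1 (0.0539), PR-A K388R vehicle replicate 2 (0.0563) or PR-A K388R R5020 replicate 2 (0.062), and that on TIMELESS without WT PR-A vehicle replicate 1 (0.0541). The rise of PLK1 was lost without PR-A K388R vehicle replicate 1 (0.0633) or R5020 replicate 2 (0.0644).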

The top five molecular and cellular functions were cell cycle, cellular assembly and organization, DNA replication, recombination and repair, cell death or survival, and cellular development (Figure 6D).

Several genes were selected using the Oncomine database, to assess their possible role in patients with breast cancer (Figure 7). ATAD2 and SPINT3 are upregulated by ligand in K388R mutant cells indicating that their expression is normally suppressed by SUMOylated PR (Figure 7(Ai)). Both genes are upregulated in ductal carcinomas (Figure 7(Aii)). Using Kaplan-Meier survival analysis (http://kmplot.com/analysis), we compared tumors that highly express these genes (red) to ones with low expression (black), in ER+/PR+ (Figure 7(Aiii)) or ER−/PR− disease (Figure 7(Aiv)). Significance data and *p*-values are shown in the upper right corner of each box. It is clear that upregulated genes may significantly (*p* ≤ 0.05) correlate with survival in some tumors. CDKN1c and Claudin 8 are strongly upregulated by progestin-occupied, SUMOylated WT PR-A. Receptor deSUMOylation suppresses this regulation. Interestingly, these genes are strikingly suppressed in ductal carcinomas and their expression may also correlate with tumor behavior. In general, we hypothesize that besides acting as markers, PRs and their SUMOylation/deSUMOylation state may play a functional role in tumor survival.

## 4. Discussion

ER+/PR+ tumors respond better to endocrine therapies than ER+/PR– ones but PR levels are not necessarily related to benefit, raising questions about appropriate PR “cut-off” levels in clinical assays. Additionally, besides simply acting as markers of hormone responsiveness, PR signaling undoubtedly has functional consequences in both liganded and unliganded states. The receptors are extensively modified post-translationally, which influences their gene regulatory capacity including crosstalk with ER [24,25]. For instance it is not always appreciated that PR can inhibit ER transcriptional activity [11,24].

Moreover, all P target tissues express two PR isoforms, which regulate different sets of genes with different downstream sequelae [4]. PR-B but not PR-A are required for mammary gland development and expansion [26]. RANKL, a gene activated only by PR-B [27], plays an important role in the pregnant mammary gland; in initiation and progression of P-induced breast cancer [28]; and for maintenance and expansion of mammary stem cells [29]. The structural and functional mechanisms underlying differences between PR-A and PR-B are under active investigation. With respect to structure, we find that we can completely destroy the AF-3 transcriptional function unique to the N-terminal region of PR-B, without converting the mutant to PR-A. Differences in function are unrelated to DNA binding affinity since both receptors bind DNA equally well. Rather, it appears that functional differences are dependent on recruitment of different coactivators to the two DNA-bound receptors [30]. This recruitment in turn is controlled by post-translational modifications of the receptors, including their phosphorylation, ubiquitination, acetylation and SUMOylation states. Here we focus on SUMOylation of PR-A, and examine phosphorylation and acetylation, to analyze the consequences of these modifications on transcription of synthetic promoter/reporters, and also on transcription of endogenous genes in human breast cancer cells. The latter have rarely been assessed.

We use PR-negative human breast cancer cells that we isolated, then modified to stably express WT PR-A, a SUMOylation deficient PR-A K388R mutant to model SUMOylation failure, plus other mutants. We also use various concentrations of enzymes that de-SUMOylate the receptors or drugs that target phosphorylation or acetylation. With regard to SUMOylation, our analyses indicate that this modification does not simply attenuate PR activity on all target genes as has been concluded from use of synthetic promoters. Instead endogenously, PR SUMOylation controls whether the receptors either liganded or unliganded, up- or down-regulate genes, or lose regulatory capacity altogether. This endogenous complexity is consistent with previous reports for PR-B, and for glucocorticoid (GR) and androgen (AR) receptors, which also show SUMO-sensitive target-selectivity [31]. 

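A few genes moved in opposite directions with R5020 in the 2 cell lines, and more differed in opposite directions from T47D-Y cells without ligand. PRKAR2B, a regulatory subunit of protein kinase A (chromosome 7 of GRCh38.p14, 107044705 to 107161811), fell by 0.98 (log2, standard error 0.16, adjusted p = 0.0036 from limma) with R5020 in WT PR-A cells and rose by 1.12 (adjusted p = 0.0079) in PR-A K388R cells. The difference of the PRKAR2B responses was 2.10 (adjusted p = 0.0025). F8, coagulation factor VIII, fell by 0.62 in WT PR-A cells and rose by 0.74 in PR-A K388R cells, a difference of 1.36 (adjusted p = 0.0024); it was chosen after its values were seen. These were the 2 probe sets called in opposite directions. Both started higher in vehicle-treated WT PR-A than in PR-A K388R cells. PRKAR2B went from 10.02 and 9.95 to 8.98 and 9.03 in WT PR-A cells. In PR-A K388R cells it went from 7.03 and 7.53 to 8.48 and 8.31. Without ligand F8 stood at 1.08 in WT PR-A and -1.22 in PR-A K388R cells, relative to T47D-Y. Whether the different starting levels account for the opposite moves was not tested.

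Without ligand, 31 probe sets were higher in WT PR-A and lower in PR-A K388R than in T47D-Y cells, and 14 the reverse. DKK1 stood at 6.21 in WT PR-A cells and -1.71 in PR-A K388R cells, relative to T47D-Y cells. WT1 stood at 2.27 and -2.14. The G protein subunit GNG4 had the reverse pattern, -1.21 and 2.17, as did the cell adhesion molecule ALCAM, at -1.33 in WT PR-A cells and higher in PR-A K388R cells. Between the vehicle-treated PR-A lines, the difference (PR-A K388R minus WT PR-A) was -7.92 for DKK1 (standard error 0.18, adjusted p = 4.69e-08) and 5.13 for ALCAM (standard error 0.19, adjusted p = 9.73e-07). On the PR-A K388R vehicle arrays DKK1 stood at 3.85 and 3.74 and WT1 at 4.00 and 3.99. These values lie not far above the lower quartiles (3.34 and 3.39). The size of the DKK1 and WT1 differences that use these arrays is therefore uncertain. In all, 460 probe sets were higher and 817 lower in vehicle-treated PR-A K388R than in WT PR-A cells. The rises of PRKAR2B and F8 in PR-A K388R cells were lost without the first R5020 array of that line (adjusted p = 0.0626 and 0.0513), and without the first R5020 array of WT PR-A cells F8 fell there by under 1.5-fold (-0.53). There was 1 cell line per receptor.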

We report pathway analysis to identify genes differentially regulated by SUMOylated vs. deSUMOylated PR-A, and find that the dominant genes are involved in molecular and cellular functions of the cell cycle, cellular assembly and organization, DNA replication, recombination and repair, cell death/survival, and cellular development. The top genes upregulated by liganded but deSUMOylated PR-A (i.e., genes that are normally repressed by receptor SUMOylation) are associated with brain metastasis, poor overall survival and poor prognosis. Among these are: ATAD2, ADAMTS8, DIO2, KCNMA, and NOK1. 

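DIO2, the deiodinase that activates thyroid hormone, had low values and no change that passed the test in either cell line. This holds for the 2 DIO2 probe sets measured here. The values cover part of the array, so other DIO2 probe sets may be missing. Its brighter probe set (chromosome 14 of GRCh38.p14, 80197526 to 80231057), was at 4.41 ± 0.11 with vehicle and 4.54 ± 0.18 with R5020 (log2, SD, n = 2) in PR-A K388R cells, a log2 fold change of 0.13 (standard error 0.16, adjusted p = 0.768 from limma). In WT PR-A cells its log2 fold change was -0.11 (adjusted p = 0.753), and the responses differed by 0.25 (adjusted p = 0.664). The other DIO2 probe set had log2 fold changes of 0.58 (standard error 0.26, adjusted p = 0.334) in PR-A K388R cells and 0.28 (adjusted p = 0.612) in WT PR-A cells.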

Briefly, ATAD2 is a nuclear coactivator of ER and AR crucial for assembly of chromatin-modifying complexes and proliferation of hormone-responsive cancer cells [32]. Its overexpression correlates with aggressiveness of breast and endometrial cancers [33] via recruitment of the coactivator SRC3 [34]. ADAMTS8 is also a predictor of poor overall survival [35]. DIO2 activates thyroid hormone and plays a role in P/PR-induced proliferation [36]. KCNMA1 is a pore forming α-subunit of the large-conductance calcium- and voltage-activated potassium channel linked to heightened proliferation and brain metastases [37]. NOK is a potent oncogene expressed in multiple cancers [38], which activates signaling pathways including MAPK and PI3K by phosphorylating them [39]. Clearly, all these genes are important and subject to complex regulation, among which are the “repressor” effects of SUMOylated PR-A.

Then, we find genes that require liganded SUMOylated PR-A for their upregulation. One is *CDKN1C*-p57Kip2 (Figure 7), a protein reduced or lost in the majority of breast cancers, possibly through ER-dependent mechanisms. Similarly, Claudin 8 (CLDN8), a tight junction protein dysregulated in a number of cancers [40], is down-regulated in ductal carcinomas compared to the normal breast (Figure 7) and is associated with differential survival of patients with ER+/PR+ vs. ER−/PR− disease. Another interesting gene in this category is C/EBPδ, an inflammatory response gene and tumor suppressor associated with metastasis [41]. 

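CEBPD, which encodes C/EBPδ (chromosome 8 of GRCh38.p14, 47736913 to 47738164), rose 5.41-fold with R5020 in WT PR-A cells, from 8.25 ± 0.13 to 10.68 ± 0.10 (log2, SD, n = 2). This is a log2 fold change of 2.44 (standard error 0.14, adjusted p = 1.07e-05 from limma). CEBPD in PR-A K388R cells went from 8.06 ± 0.01 to 8.66 ± 0.25, a log2 fold change of 0.60 with an adjusted p of 0.0622. The responses differed by -1.83 (PR-A K388R minus WT PR-A, standard error 0.20, adjusted p = 0.0025). In limma the PR-A K388R response passed the thresholds with an intensity trend in the variance (adjusted p = 0.0327), with dim probe sets left out (adjusted p = 0.0485) and with unadjusted p-values.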

Other genes uniquely upregulated by SUMOylated PR-A include ALDH1A3 (4.5-fold), Annexin A1 (5.6-fold) and ERRγ, an estrogen-related receptor induced 26.2-fold. 

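ALDH1A3, an enzyme that makes retinoic acid, rose 4.53-fold with R5020 in WT PR-A cells, and ANXA1, a phospholipid-binding protein, 5.59-fold. ALDH1A3 (chromosome 15 of GRCh38.p14, 100879831 to 100916626) went from 6.32 ± 0.06 to 8.50 ± 0.10 (log2, SD, n = 2), a log2 fold change of 2.18 (standard error 0.13, adjusted p = 1.07e-05 from limma). In PR-A K388R cells its log2 fold change was 0.58 (adjusted p = 0.0477), under the 1.5-fold threshold, and the responses differed by -1.60 (adjusted p = 0.0027). It passed both thresholds there without PR-A K388R vehicle replicate 2 (adjusted p = 0.0489). A second, dimmer ALDH1A3 probe set had log2 fold changes of 0.49 and -0.04 and was not called. ANXA1 (chromosome 9, 73151865 to 73170393) went from 4.73 ± 0.17 to 7.21 ± 0.09, a log2 fold change of 2.48 (standard error 0.19, adjusted p = 4.21e-05), in WT PR-A cells. ANXA1 in PR-A K388R cells was at 3.69 ± 0.05 with vehicle and 3.63 ± 0.46 with R5020, a change of -0.07 (adjusted p = 0.923), and the responses differed by -2.55 (standard error 0.27, adjusted p = 0.0024). The PR-A K388R arrays had ANXA1 at 3.30 to 3.95, near their lower quartiles (3.34 to 3.39), so the size of this difference is uncertain. CEBPD, ALDH1A3 and ANXA1 were chosen by the study on these samples, so their joint rise is not independent evidence.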

All are associated with poor patient survival, triple negative disease and tamoxifen resistance, and all are examples of genes that are not suppressed by PR-A SUMOylation.

In sum, our studies address PR structural regions and signaling pathways involved in post-translational PR-A modifications, focused on transcriptional regulation by SUMOylation. We demonstrate that the mixed progestin/antiprogestin RU486, used to terminate early pregnancy by blocking P-activated PRs, loses its antagonist properties on de-SUMOylated receptors. This is an interesting example of how a receptor’s SUMOylation state modifies the target specificity of a bound hormone. Parenthetically, this suggests use of SUMO-deficient PR-A as a sensitive assay for screening new antiprogestins for their partial agonist activities. Only a pure antiprogestin would be inactive on de-SUMOylated PR-A. We also show that the PR-A SUMOylation state controls not only the transcriptional potency of these receptors, but also the direction, both up and down, in which endogenous genes are progestin-regulated through PR-A. These issues need to be understood, especially in premenopausal women, as SUMO-modifying drugs enter mainstream medical practice for treatment of cancers, cardiac disease, neurodegenerative diseases, viral infections, and the like [42].

## Figures and Tables

**Figure 1:**
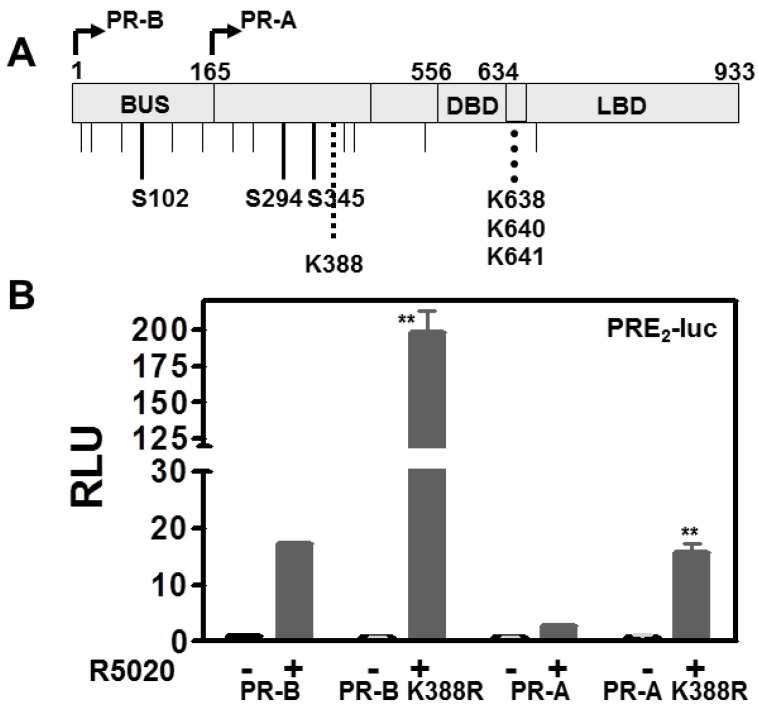

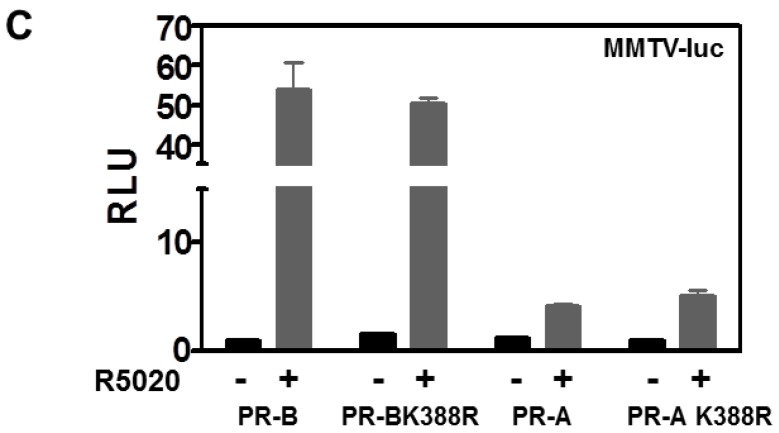
SUMOylation modulates PR transcriptional activity in promoter dependent manner. (**A**) Schematic representation of the progesterone receptors PR-A and PR-B showing the location of hormone dependent phosphorylation sites (S102, S294 and S345); SUMOylation site (K388); and acetylation site (amino acids 638–641). BUS, B-upstream segment; DBD, DNA binding domain; LBD, ligand binding domain. (**B**) HeLa cells were transiently transfected with PRE_2_-luciferase reporter, or (**C**) MMTV-Luc, together with 50 ng of WT PR-B, mutant PR-B K388R, PR-A, or mutant PR-A K388R expression vectors and Renilla-luciferase as described in Material and Methods. Transfected cells were treated for 24 h with 10 nM R5020. Luciferase activities are expressed in relative light units (RLU). Data represent triplicates (±SD). Statistical significance was computed by unpaired student’s *t* test. ** *p* < 0.05.

**Figure 2:**
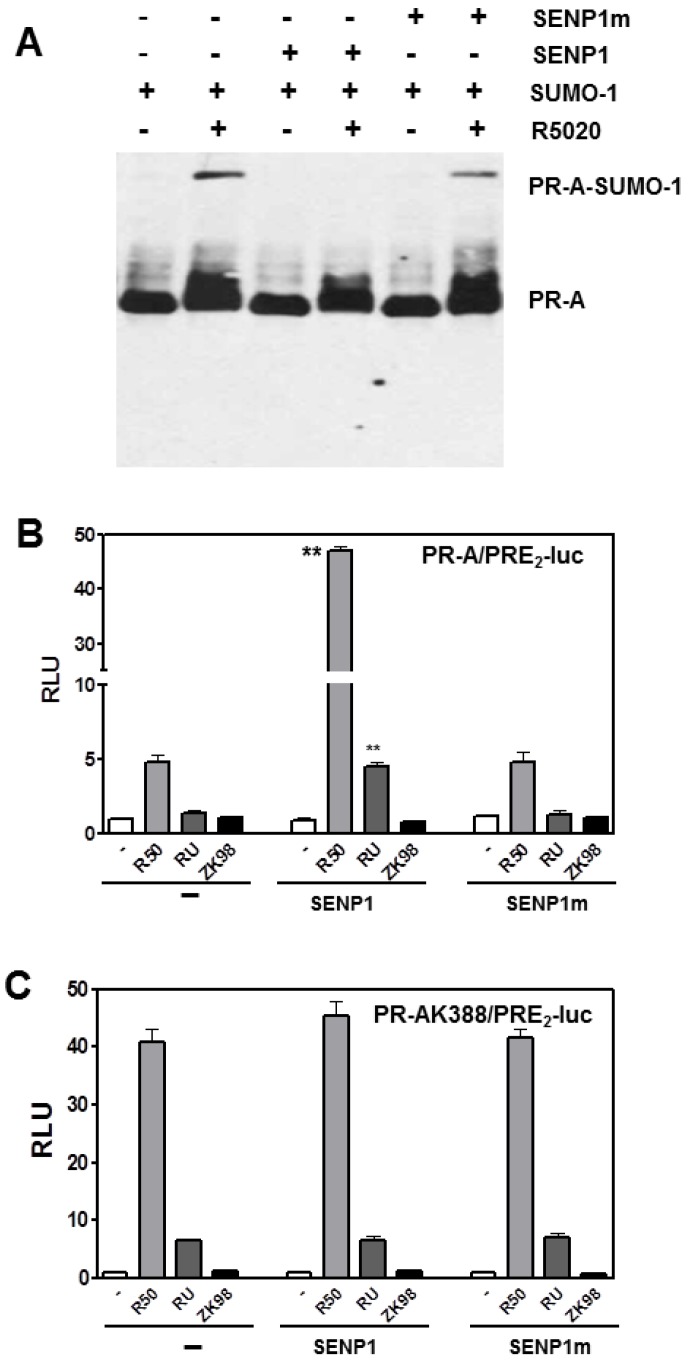
SENP1 deSUMOylates PR-A and enhances its transcriptional activity. (**A**) HeLa cells were transfected with GFP-SUMO-1, and WT or mutant (m) SENP1 vectors together with WT PR-A. Cells were treated with 10 nM R5020 for 24 h. Cells were lysed and analyzed by western blot for PR-A using anti-PR1294 monoclonal antibody. (**B**) HeLa cells were transiently transfected with WT PR-A or PR-A K388R, ** *p* < 0.05 (**C**) together with the PRE_2_-luciferase reporter plasmids and 100 ng of Flag-SENP1 or Flag-SENP1m mutant or an empty vector control (−). Transfected cells were treated with the agonist R5020 (R50-10 nM), the partial antagonist RU486 (RU-100 nM), or the pure antagonist ZK 98299 (ZK98-100 nM) for 24 h before being assayed for luciferase activity as described in Figure 1.

**Figure 3:**
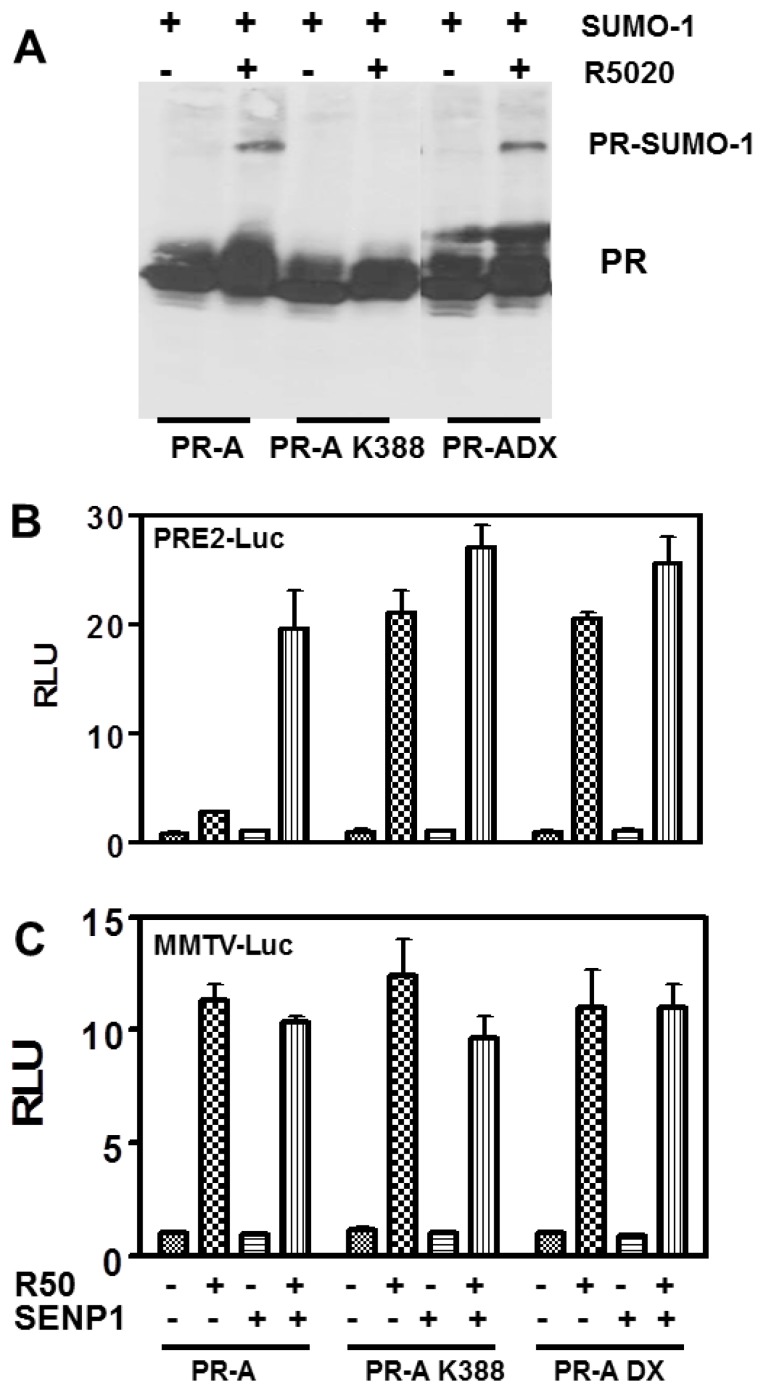
The PR DBD dimerization interface is not necessary for SUMOylation. (**A**) Western blot analyses were carried out as in Figure 2. HeLa cells were transiently transfected with GFP-SUMO-1, and expression vector encoding WT PR-A, PR-A K388R SUMOylation deficient mutant or DBD dimerization mutant PR-ADX (R606W). Cells were treated for 24 h with 10 nM R5020. The PR DBD dimerization interface is necessary for effective synergy control. HeLa cells were co-transfected with 2 μg of PRE_2_-luciferase (**B**), or MMTV-luciferase (**C**) reporters, together with 50 ng of a WT PR-A, the PR-A K388R SUMOylation deficient mutant, or a PR-A DBD dimerization mutant (PR-ADX) expression vectors and Renilla-luciferase as an internal control in the presence or absence of 100 ng SENP1 expression vectors. The cells were treated for 24 h with the agonist R5020 (10 nM), then harvested and lysed. The extracts were assayed for luciferase activities as in Figure 1.

**Figure 4:**
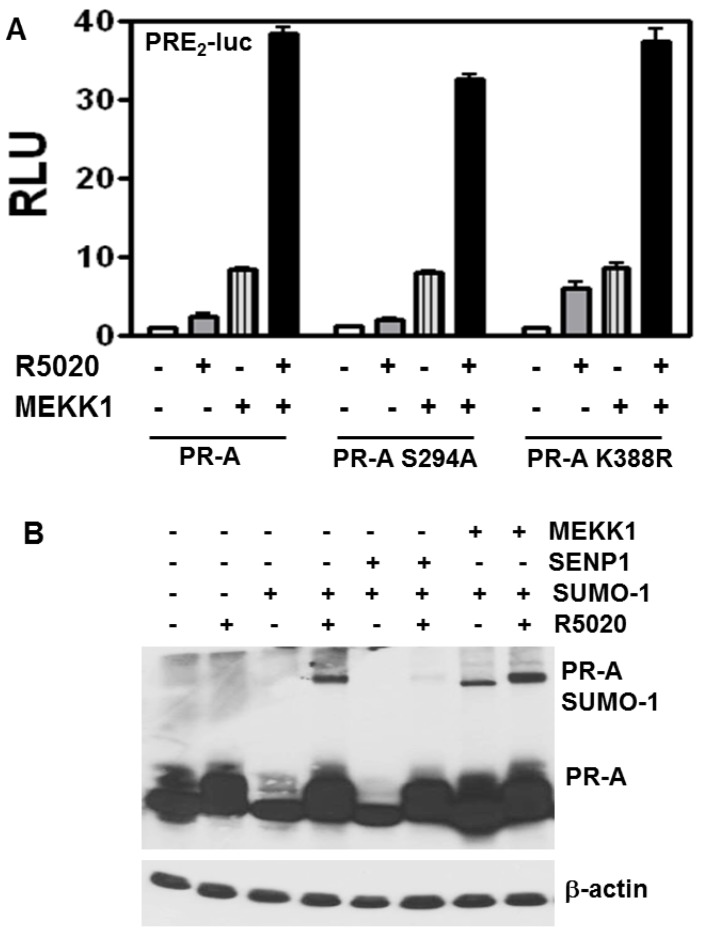
MAP kinase stimulatory effect on PR-A transcriptional activity is independent of the SUMOylation/deSUMOylation. (**A**) HeLa cells were transfected with 2 μg of PRE_2_-luciferase reporters together with 50 ng of WT PR-A, PR-A S294/345 phosphorylation mutant, or PR-A K388R SUMOylation deficient mutant expression vectors and Renilla-Luc as an internal control in the presence or absence of 100 ng constitutively active MEKK1 expression vector. The cells were treated for 24 h with the agonist R5020 (10 nM) then harvested and lysed. The extracts were assayed for luciferase activities as in Figure 1. (**B**) DeSUMOylation of PR-A by WT SENP1. HeLa cells were cot-ransfected with PR-A, GFP-SUMO-1 and SENP1 or MEKK1 expression vectors as indicated. Cells were grown in the presence (+) or absence (−) of R5020. PR in cell extracts separated on SDS-PAGE, were detected with anti-PR 1294 monoclonal antibody. β-actin served as a loading control.

**Figure 5:**
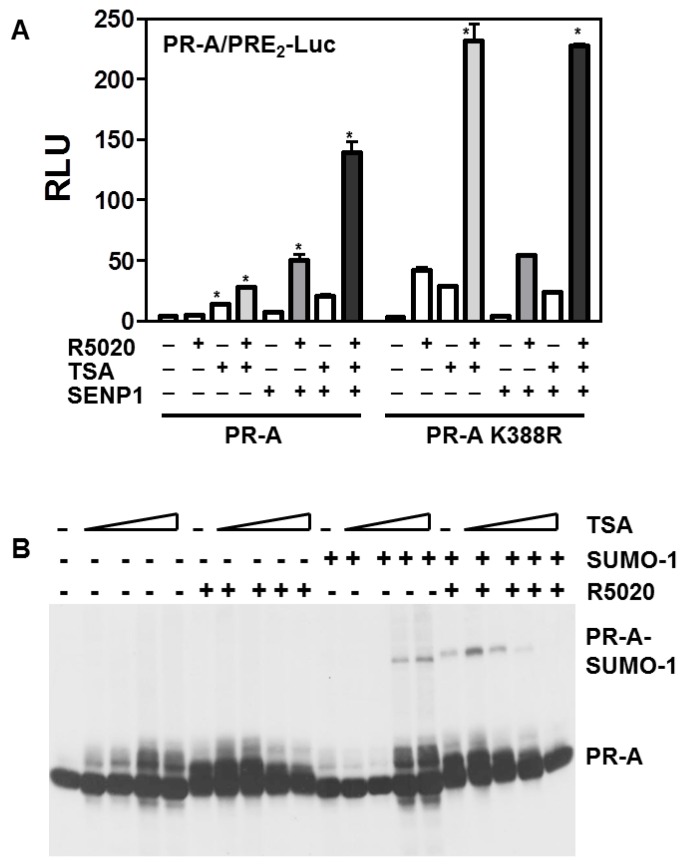
HDACs are not a major target for SENP1 action on PR transcriptional activity. (**A**) HeLa cells were transfected with 2 μg of PRE_2_-luciferase reporters together with 50 ng of a PR-A (**left**), or the PR-A K388R mutant (**right**) expression vectors and Renilla-Luc as an internal control in the presence or absence of 100 ng WT SENP1 expression vectors. The cells were treated for 24 h with the agonist R5020 (10 nM), without (−) or with (+) 100 nM TSA then harvested and lysed. The extracts were assayed for luciferase activities as in Figure 1. Statistical significance was computed by unpaired student’s *t* test * *p* < 0.05. (**B**) TSA induces ligand-independent PR-A SUMOylation. HeLa cells were transiently transfected with expression vectors encoding WT PR-A in the presence or absence of GFP-SUMO-1. Cells were treated 24 h without (−) or with (+) 10 nM R5020 in the presence of increasing concentration of TSA. Western blot analysis was performed on cell extracts probed with the anti-PR1294 monoclonal antibodies.

**Figure 6:**
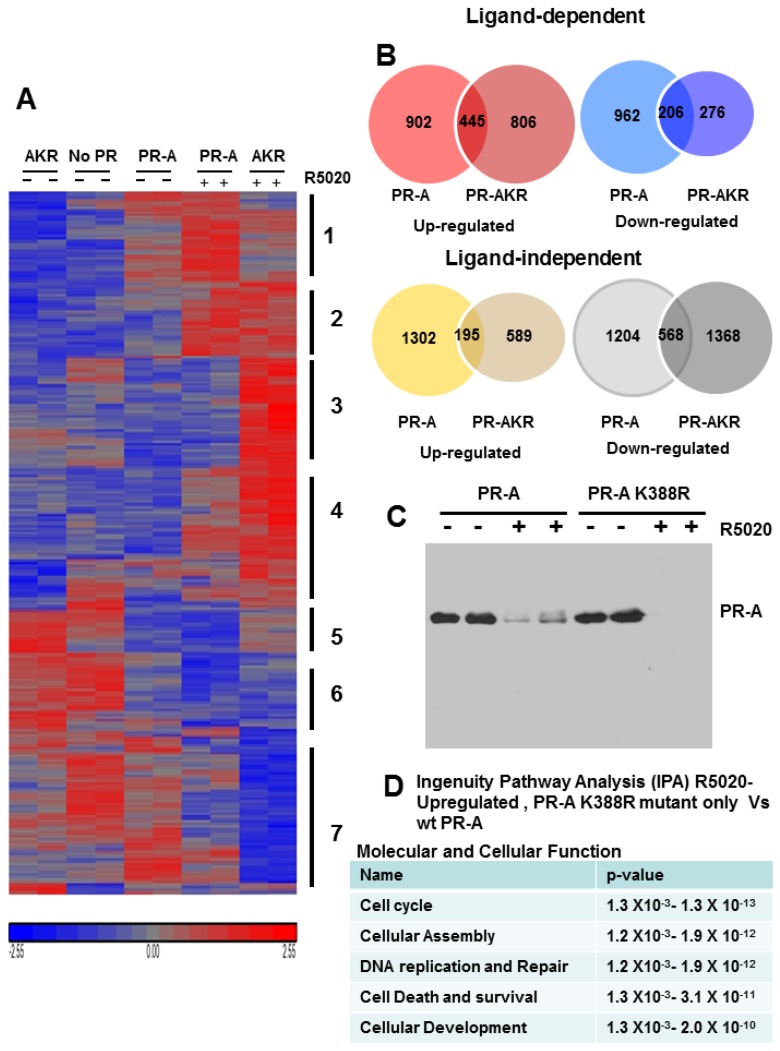
PR-A SUMOylation regulates the expression of endogenous genes. T47D stably transfected breast cancer cell lines with WT PR-A or PR-A K388R (AKR) SUMOylation deficient mutant were treated with 10 nM synthetic progestin R5020 (+) or vehicle for 24 h and isolated RNAs were analyzed by U133 Plus 2 microarray as described in “materials and methods”. (**A**) Heat map of R5020-regulated genes clustered by hierarchical clustering using Partek Genomics Suite 6.0. (**B**) Venn diagrams showing hormone-dependent up or down-regulated genes (**upper panel**) and hormone-independent up and down-regulated genes (**lower panel**). (**C**) Western blot shows the expression of WT PR-A or PR-A K388R SUMOylation deficient mutant in the presence (+) or absence (−) of 10 nM R5020. (**D**) Ingenuity pathway analysis (IPA) showing the top molecular and cellular functions that were the most significantly enriched for R5020-upregulated genes differently expressed between PR-A K388R mutant and WT PR-A cells.

**Figure 7:**
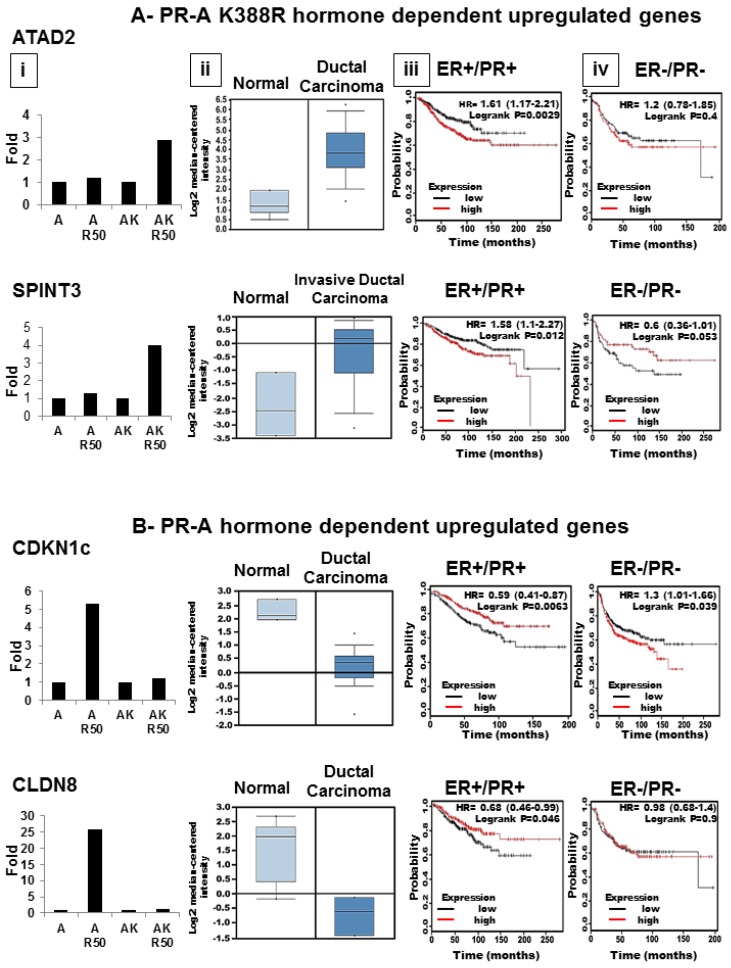
PR-A SUMOylation plays a functional role in tumor survival. Hormone dependent gene expression by PR-A K399R (**A**) or PR-A (**B**). Relative expression levels of ATAD2, SPINTS3, CDKN1c, and CLDN8 (PR-A target genes) in T47D breast cancer cells that stably express WT PR-A or PR-A K388R (**i**), and in breast cancer patient cohorts (**ii**) (Oncomine database). Kaplan–Meier survival curves showing relationship between high (red line) and low levels (black line) of target gene expression and overall survival in patients with ER-positive tumors (**iii**) or ER-negative tumors (**iv**). Statistical data are show in the upper right corner of each box with *p* ≤ 0.05 considered significant.

How the deposited data were processed for this re-analysis (not part of the article)

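RNA from T47D breast cancer cells was measured on 10 Affymetrix U133 Plus 2 arrays, 2 for each of 5 groups: WT PR-A and PR-A K388R cells, each with vehicle or 10 nM R5020 for 24 h, and PR-negative T47D-Y cells with vehicle. The log2 values were normalized by the authors in Partek Genomics Suite before they were deposited. Neither the normalization method nor the background correction is stated. The values are log2 signals per probe set, 1 column per array. The table used here holds the probe sets of the array whose identifiers sort first, without the rest. Of these, 12547 have 1 gene symbol, 457 have several and 3372 are not listed in the probe table; 0 are Affymetrix controls, so RNA quality was not tested on the control probe sets. Probe sets with 1 symbol stand for 8904 genes, and 12528 of them have a gene in the GRCh38.p14 table.

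All 10 arrays were fitted in limma 3.58.1 (R 4.3.3) with 1 mean per group and moderated variances, counted with 5 residual degrees of freedom and 4.35 prior degrees of freedom. In the values used here the differences between replicates 2 and 1 sum to 0 over the 5 groups for every probe set (largest absolute sum 0.0003; with the numbers of 1 group exchanged the median absolute sum is 0.228 to 0.255). The replicate number had thus been removed before the table was made, 4 residual degrees of freedom are independent, and p-values from a fit that counts 5 are too small. The fit with the replicate number as a block has 4 residual and 5.62 prior degrees of freedom and the same log2 changes. The check whether same-numbered arrays deviate together is void over all 5 groups, since that removal forces their deviations to sum to 0. The removal also pulls r between single pairs of groups under 0 on average, so r there cannot be read against 0. For single pairs r was -0.013 and -0.068 within the WT PR-A and PR-A K388R lines, and lower, -0.511 to -0.0949, between lines. The 6 comparisons were the R5020 response in each PR-A line, the difference of both responses, each vehicle-treated PR-A line against T47D-Y, and both vehicle-treated PR-A lines. P-values were adjusted by Benjamini-Hochberg over all probe sets. A probe set was called at an adjusted p under 0.05 and a fold of at least 1.5. Overlaps of calls were compared with the number expected from independent calls, and the 2 comparisons that share the T47D-Y arrays with 100 simulations of unchanged groups.

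The 25 gene lists were progestin targets, DNA replication, mitosis, DNA repair, CDK inhibitors, apoptosis, tight junctions and adhesion, estrogen targets, luminal lineage, basal lineage, fibroblast markers, leukocyte markers, interferon-stimulated genes, cholesterol synthesis, fatty acid and lipid synthesis, hypoxia and glycolysis, metallothioneins, the SUMO pathway, nuclear receptors and coregulators, immediate-early genes, the unfolded protein response and ATF4 targets, ion channels and transporters, and 3 lists of genes the study names. They were tested with limma's camera at a correlation of 0.01 on 1 probe set per gene, that with the highest mean, and adjusted over the lists of a comparison. Enrichment among genes called in 1 line was tested with Fisher's exact test, one-sided. Probe sets with a moderated F-test adjusted p under 0.05 and at least 1.5-fold between the highest and lowest group mean were standardised and clustered by Ward's method into 7 clusters, the number in Figure 6A.

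Genes named in the text follow a rule set beforehand: the genes the paper names, the 8 largest changes in each direction for each R5020 response, the 6 largest for the difference of the responses, the 5 largest for the other comparisons, and up to 4 called members of a list with the smallest adjusted p. The paper prints folds for some of its genes, so those values had been seen. F8 was chosen after its values were seen.

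The analysis was tested on simulated data with 200 changed probe sets. For the WT PR-A response 42% of 1.5-fold changes, 98% of 2-fold changes and 100% of 3-fold changes were recovered, with 5 false calls; for the difference of the responses 14%, 88% and 100%, with 7 false calls. The simulations drew every array independently, so they do not cover the removed replicate number. The block in the clusters, in the enrichment and with fry or an estimated correlation was chosen after the data were seen. Alternatives were unmoderated analysis of variance contrasts, an intensity trend, quantile normalization, centring on array medians, leaving out the 40% dimmest probe sets, a fold of at least 2, unadjusted p-values, the arrays of the compared groups alone, the replicate number as a block, the probe set with the largest variance, distinct gene symbols as the unit, an estimated correlation, fry, all probe sets of a list, average linkage, k-means, and leaving out each array. Where an array was left out, the remaining array of its group was assumed to vary like the other groups. Figures were drawn with Python 3.11.15.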

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

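The 8 tests of explanations below, and fry with the replicate block, were chosen only after the results were seen.

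The responses to R5020 of the 51 genes below differed between the lines by limma's test of the difference, which drew attention to them, with adjusted p from 0.000914 to 0.0473. They are genes the paper names, those with the largest changes and members of lists that passed or of the SUMO pathway; F8 (1.36) and other genes also passed that test. Values are log2, PR-A K388R minus WT PR-A. Smaller or more negative in PR-A K388R cells were FCGR3B -3.78, RASSF2 -3.06, GJA1 -2.71, MRAS -2.70, ANXA1 -2.55, SCIN -2.46, S100P -1.84, PDK4 -1.84, CEBPD -1.83, MT1H -1.80, PMAIP1 -1.75, ALDH1A3 -1.60, MT1X -1.57, SERPINA1 -1.55, GREB1 -1.53, BCL2L11 -1.42, DUSP1 -1.41, SLC7A5 -1.09, MANF -0.98, DNAJB9 -0.89, STC2 -0.84, DHCR7 -0.81, TNFRSF10A -0.80, BCL6 -0.74, DNAJC3 -0.74, BCL2L1 -0.70 and SLC3A2 -0.67. Larger or more positive were ASB9 2.65, FRY 2.46, SLC26A3 2.41, PRKAR2B 2.10, HNMT 2.07, WT1 1.95, NDRG1 1.56, HDAC9 1.39, ALOX5 1.22, SEMA3C 1.07, RRM2 0.98, PLK2 0.91, NDC80 0.87, ANLN 0.85, FOXA1 0.85, TK1 0.85, MELK 0.84, PIAS3 0.84, TFAP2A 0.79, E2F1 0.76, TIMELESS 0.71, UBE2C 0.66, CDC7 0.65 and EXO1 0.63. For HDAC9, ALOX5, SEMA3C, PLK2, FOXA1, TFAP2A, TIMELESS, FRY, HNMT and WT1 a positive value means a smaller fall or none. ANLN (-0.40 in WT PR-A and 0.45 in PR-A K388R cells), MELK (-0.29 and 0.55) and PIAS3 (-0.38 and 0.45) combine a fall and a rise. On the PR-A K388R vehicle arrays, with lower quartiles of 3.34 and 3.39, FRY stood at 3.53 and 3.50, HNMT at 3.97 and 3.34 and WT1 at 4.00 and 3.99, leaving little room for a fall. GJA1 (2.88 to 3.31), SCIN (2.91 to 3.64) and ANXA1 (3.30 to 3.95) lay near these quartiles on all 4 PR-A K388R arrays. SLC26A3 (2.98 and 3.01) and PDK4 (3.47 and 3.85) did so on the vehicle arrays, and FCGR3B (3.77 and 3.98) lay not far above them there. The size of the differences of these genes is therefore uncertain. With each array left out in turn, the calls on ALDH1A3, ANLN, ANXA1, ASB9, BCL2L11, CEBPD, DUSP1, FCGR3B, FRY, GJA1, HDAC9, MANF, MELK, MRAS, MT1H, MT1X, NDC80, PMAIP1, PRKAR2B, RASSF2, S100P and SCIN were kept. With the replicate number as a block 33 of the 51 calls were kept and 18 were lost: ALOX5, BCL2L1, BCL6, CDC7, DNAJB9, DNAJC3, E2F1, EXO1, FOXA1, NDRG1, PLK2, SERPINA1, SLC3A2, STC2, TIMELESS, TK1, TNFRSF10A and UBE2C. Each call not listed as kept was lost without 1 or more arrays, such as EXO1 (adjusted p = 0.145 without WT PR-A vehicle replicate 1) and SLC3A2 (adjusted p = 0.156 without the same array).

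Lists drew attention where their median differed between the lines in limma's camera: mitosis 0.54, DNA replication 0.48, DNA repair 0.46, luminal lineage 0.42, interferon-stimulated genes 1.03, metallothioneins -1.28, progestin targets -0.38, the unfolded protein response and ATF4 targets -0.33, cholesterol synthesis -0.21, apoptosis -0.17 and estrogen targets -0.11. The median of the interferon list was -1.20 in WT PR-A and -0.16 in PR-A K388R cells, and that of DNA repair -0.14 and 0.25. None of the 25 lists passed for this difference with an estimated correlation. The interferon list was lost without WT PR-A vehicle replicate 2, WT PR-A R5020 replicate 1, PR-A K388R vehicle replicate 2 or PR-A K388R R5020 replicate 1. Its mean differed between replicates in the same direction in both groups of a line. Leaving out 1 array breaks such a pair, so these losses cannot decide whether the interferon responses differed. For the PR-A K388R groups the shared direction may be imposed by the removal of the replicate number. Cholesterol synthesis was lost without WT PR-A vehicle replicate 2, WT PR-A R5020 replicate 2 or PR-A K388R R5020 replicate 1. Signals the paper does not report on appeared against T47D-Y. In WT PR-A cells they were interferon-stimulated genes 3.17, immediate-early genes 0.36, cholesterol synthesis -0.60 and fatty acid and lipid synthesis -0.21. In PR-A K388R cells they were cholesterol synthesis -0.48, mitosis -0.23 and fatty acid and lipid synthesis -0.20. None of these passed with an estimated correlation, and the last was lost without T47D-Y replicate 1 (adjusted p = 0.0639).

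Interferon-stimulated genes were higher in vehicle-treated WT PR-A cells. RNA from leukocytes is argued against: of 13 leukocyte markers, ITGAM had the largest difference from T47D-Y, 0.45, far under that of the interferon list. Spread between arrays and a line difference cannot be told apart: the smallest gap of the list mean between a WT PR-A and a T47D-Y array was 2.05 and the largest gap within a group 1.41, but fry passed without the replicate block (adjusted p = 0.0349) and not with it (adjusted p = 0.0759). Against PR-A K388R cells the smallest gap was also 1.41 (fry adjusted p = 0.0563, and adjusted p = 0.112 with the block). The receptor and the history of the single cell line per receptor stay open and untested.

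The R5020 response was smaller overall in PR-A K388R cells. A wider spread between their arrays is argued against, since their replicate SD, measured after the replicate number had been removed, was 1.01 times that of the WT PR-A groups. A compressed range is argued against by a ratio of 0.982 between the SDs over probe sets. Choice of probe sets by their WT PR-A response is argued against, since over all probe sets the SD of the log2 fold changes was 1.54 times as large in WT PR-A cells (1.40 to 1.65 leaving out 1 array). The paper's Figure 6C shows similar receptor levels in both lines without R5020 and lower levels with it; receptor amount on these arrays, the single cell line and the SUMOylation site stay open and untested.

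Mitosis and DNA replication genes responded higher to R5020 in PR-A K388R cells. For DNA replication a low starting level of the vehicle arrays is argued against, since the R5020 arrays lay a median 0.229 above WT PR-A vehicle and 0.334 above T47D-Y, both over the bound of 0.2. For mitosis it cannot be told apart from a rise: the R5020 arrays lay 0.204 and 0.140 above, and the vehicle arrays -0.209 and -0.233 from them. How fast the dishes grew may also differ, and was not tested. With an estimated correlation the mitosis list had adjusted p = 0.127.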

How the results depend on the processing

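The replicate block in the clusters, in the enrichment and with fry or an estimated correlation was chosen after the data were examined. No called result for a named gene or list, among those recomputed, changed direction; the raised share of calls for WT PR-A against T47D-Y went from 51.4% to 48.6% with median centring. The alternative for linear values was not run, since the values are log2. Signal over background limits dim probe sets, for which no detection calls were used.

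Counts below are given as raised and lowered. With a fold of at least 2 the counts were 301 and 172 for the R5020 response of WT PR-A cells, 76 and 16 for PR-A K388R cells, 75 and 140 for the difference of the responses, 282 and 230 for WT PR-A against T47D-Y, 68 and 146 for PR-A K388R against T47D-Y, 156 and 324 between the vehicle-treated PR-A lines, 55 and 10 for R5020 in both lines and 24 and 69 for both lines against T47D-Y. A stricter fold admits fewer probe sets by construction. At that fold 1546 probe sets entered the clusters, and the enrichment of DNA replication and mitosis had an adjusted p of 1. Unmoderated analysis of variance contrasts gave 303 lowered for WT PR-A, 74 and 24 for PR-A K388R, 59 and 72 for the difference, 108 and 198 for PR-A K388R against T47D-Y, 43 and 17 for R5020 in both lines and 32 and 97 for both lines against T47D-Y. Unadjusted p-values gave 151 lowered for PR-A K388R and 465 and 538 for the difference. The replicate number as a block gave 85 and 156 for the difference, and moved no other raised or lowered count over 1.5 times. With it 3197 probe sets entered the clusters, and the enrichment of DNA replication and mitosis had an adjusted p of 0.00493 each. Whether the numbers pair the arrays over all 5 groups cannot be checked, since the removal forces the 5 replicate differences to sum to 0. The removal also pulls r between single pairs of groups under 0 on average, so r cannot be read against 0. Same-number deviations correlated at r = -0.013 between the WT PR-A groups and -0.068 between the PR-A K388R groups. Between lines r was lower, at -0.511 to -0.0949. From replicate 1 to 2 the interferon list mean changed by 1.19 and 1.41 in the WT PR-A groups. It changed by -0.988 and -1.01 in the PR-A K388R groups. Same-numbered arrays of a line thus changed with the same sign for this list. Since the 5 changes are forced to sum to 0, the shared sign in the PR-A K388R groups is not separate evidence of pairing. With an estimated correlation limma's camera gave, for the difference, adjusted p = 0.185 for DNA repair, 0.173 for DNA replication and 0.127 for mitosis, and with the block as well 0.221, 0.208 and 0.151. Average linkage gave 3 clusters of at least 5% of the probe sets. Apart from the stricter fold, the cause was not tested.

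Leaving out each array in turn, the counts ranged from 110 to 197 raised and 31 to 93 lowered for PR-A K388R, from 77 to 168 and 141 to 239 for the difference, from 277 to 471 lowered for PR-A K388R against T47D-Y, from 70 to 116 and 24 to 60 for R5020 in both lines, and from 41 to 64 and 122 to 196 for both lines against T47D-Y. In the same runs the WT PR-A counts ranged from 553 to 612 and 393 to 510.

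Of 381 results for named genes, 265 kept their side of the thresholds with unmoderated contrasts, 237 with a fold of at least 2, 347 with the block, 359 with quantile normalization, 361 with the compared groups alone, 372 with median centring, 378 with unadjusted p-values and 379 with an intensity trend. Leaving out 1 array, 3401 of 3810 did. Of 150 list results, 105 kept their side with an estimated correlation and 45 were lost; with fry 124 kept it, 6 were lost and 20 were gained.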

Differences from the paper's values

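No test here was chosen after the results were seen. The folds the paper states for ALDH1A3 and ANXA1 in WT PR-A cells lie within 1.5 times those found here under every alternative (4.31 to 4.77 and 5.13 to 6.08).

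The paper describes PDK4 and SGK1 as unaffected by SUMOylation. On the PR-A K388R vehicle arrays PDK4 stood at 3.47 and 3.85, not far above their lower quartiles (3.34 and 3.39). The size of the PDK4 difference given next is therefore uncertain. It comes from the brighter of the 2 PDK4 probe sets measured here. The dimmer one had a difference of -0.08 (limma adjusted p = 0.863). Since the values cover part of the array, other PDK4 probe sets may be missing. Here the PDK4 responses differed by -1.84 (limma adjusted p = 0.0303), a call lost with unmoderated contrasts (0.173) and without any of 5 arrays (WT PR-A vehicle replicates 1 and 2, PR-A K388R vehicle replicate 2 and both PR-A K388R R5020 arrays; 0.106, 0.0518, 0.0936, 0.0708 and 0.0904); the SGK1 responses did not pass the test (0.62, adjusted p = 0.484). The paper describes NDRG1 as enhanced in the mutant line alone; here it also rose in WT PR-A cells (1.48, adjusted p = 0.0022), and more in PR-A K388R cells (difference 1.56, adjusted p = 0.0311, lost with unmoderated contrasts, 0.17, and with the replicate number as a block, 0.0516). The paper lists DIO2 among genes raised in the mutant line. Here 2 of its probe sets were measured. Their log2 fold changes in PR-A K388R cells were 0.13 (limma adjusted p = 0.768) and 0.58 (limma adjusted p = 0.334). The values cover part of the array, so other DIO2 probe sets may be missing and the paper's statement is not tested in full. CEBPD, ALDH1A3 and ANXA1, which the paper lists as raised by WT PR-A, were raised in WT PR-A cells, and their responses differed between the lines. CEBPD passed the thresholds in PR-A K388R cells too with an intensity trend, with dim probe sets left out and with unadjusted p-values, and ALDH1A3 without PR-A K388R vehicle replicate 2.

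In its Figure 6B, the paper shows nearly as many genes raised by R5020 in the mutant line alone as in the WT line alone. Here, at the paper's thresholds and over part of the array, 81 probe sets were raised in PR-A K388R cells alone and 494 in WT PR-A cells alone; unadjusted p-values gave 107 and 507. The 81 became 40 without PR-A K388R R5020 replicate 1 and 43 without PR-A K388R vehicle replicate 2. Without ligand, the lower diagrams of Figure 6B show more genes lowered by the mutant alone than by WT PR-A alone; here 266 probe sets were lower in PR-A K388R cells alone and 410 in WT PR-A cells alone, and with median centring 382 and 401. The 266 became 155 without T47D-Y replicate 1 and 172 without PR-A K388R vehicle replicate 2; unmoderated contrasts gave 101. The paper's counts cover the whole array, so the numbers themselves are not set side by side.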

Other observations

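No test of an explanation is reported here. Some estrogen targets and apoptosis genes rose with R5020 in WT PR-A cells. Of 21 measured estrogen targets 7 rose (8 adjusted over the list alone), among them GREB1, a coactivator of the estrogen receptor, by 2.79 (log2), SLC7A5, an amino acid transporter, by 1.55 and STC2 by 1.15. The list had an adjusted p of 0.0969 from limma's camera and 0.21 with an estimated correlation. Among 316 genes raised in WT PR-A cells alone 5 were estrogen targets (adjusted p = 0.00434 from Fisher's exact test, one-sided). That test gave 0.000182 for the unfolded protein response and ATF4 targets and 0.002 for hypoxia and glycolysis. Among the 143 also called in the difference of the responses 3 were estrogen targets (adjusted p = 0.025). Of 22 apoptosis genes 4 rose and 2 fell, among them PMAIP1 (2.35) and BCL2L11 (1.41), with adjusted p = 0.0196 and adjusted p = 0.108 with an estimated correlation. ACSL1, which activates fatty acids, rose by 1.95 and SCD by 0.83 in a list of 14 lipid genes of which 4 rose (adjusted p = 0.0041, and adjusted p = 0.104 with an estimated correlation). DUSP1, a phosphatase, rose by 1.87 among 21 immediate-early genes, of which 4 rose and 1 fell (adjusted p = 0.209). DHCR7 rose by 0.92 among 12 cholesterol synthesis genes, of which 2 rose (adjusted p = 0.0233, adjusted p = 0.0717 without WT PR-A R5020 replicate 2, and adjusted p = 0.21 with an estimated correlation).

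The lists of interferon-stimulated genes (median -1.20, adjusted p = 0.0041 from camera), DNA replication (-0.17, adjusted p = 0.0114) and DNA repair (-0.14, adjusted p = 0.0233) shifted down with R5020 in WT PR-A cells; 1, 0 and 0 of their genes passed both thresholds. None of the 3 passed with an estimated correlation (adjusted p = 0.56, 0.56 and 0.548) or with fry (0.22, 0.117 and 0.0926). The interferon list was lost without WT PR-A vehicle replicate 2 or R5020 replicate 1. Its mean went from 8.117 to 6.871 in replicate 1 and from 9.305 to 8.277 in replicate 2 of WT PR-A cells. In PR-A K388R cells it went from 6.704 to 6.538 and from 5.716 to 5.527. Replicate 2 lay above replicate 1 in both WT PR-A groups. Leaving out 1 array breaks such a pair, so this loss cannot decide whether the interferon list fell. DNA replication was lost without WT PR-A vehicle replicate 1 or R5020 replicate 1, and DNA repair without the same arrays. In PR-A K388R cells 3 more lists passed, and not with an estimated correlation: immediate-early genes (median 0.14, adjusted p = 0.0192, and adjusted p = 0.188), CDK inhibitors (0.40, adjusted p = 0.0328, and adjusted p = 0.19) and fatty acid and lipid synthesis (0.14, adjusted p = 0.0448, and adjusted p = 0.19). The CDK inhibitors were lost without PR-A K388R vehicle replicate 2 (0.0746) or R5020 replicate 1 (0.117), and the lipid genes without PR-A K388R vehicle replicate 1 or 2 (0.0512 and 0.0681) or R5020 replicate 1 (0.161).

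The lists that follow did not pass for the WT PR-A response. Of 13 basal genes 2 rose and 2 fell, EGFR by 1.84 and VIM by -1.09 (adjusted p = 0.573). Of 21 nuclear receptors and coregulators 2 rose, ESRRA by 1.01 (adjusted p = 0.719). Of 18 ion channels and transporters 2 rose and 1 fell (adjusted p = 0.731), of 18 tight junction and adhesion genes 1 rose, DSP by 0.95, and 1 fell, JUP by -0.78 (adjusted p = 0.953), and of 13 fibroblast markers 2 fell (adjusted p = 0.175). Of 11 SUMO pathway genes 0 passed both of limma's thresholds in WT PR-A cells (adjusted p = 0.719), with PIAS3 at -0.38 (adjusted p = 0.0372) under 1.5-fold and SENP1 at -0.42 in WT PR-A cells (adjusted p = 0.159) and 0.14 in PR-A K388R cells (adjusted p = 0.777). Of 2 CDK inhibitors and 13 leukocyte markers 0 passed limma's test in WT PR-A cells (list adjusted p = 0.719 and 0.731). The lists of study genes, which are not independent evidence, had 3 of 3, 2 of 2 and 1 of 2 genes raised (those the study names as raised with WT PR-A, unaffected and raised with PR-A K388R).

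Between the vehicle-treated lines, PR-A K388R cells were higher than WT PR-A cells in S100A7 (4.40) and CEACAM6 (3.12) and lower in ABCA13 (-4.97) and SRGN (-4.67). ABCA13 stood at 3.07 and 2.76 on the PR-A K388R vehicle arrays, under their lower quartiles (3.34 and 3.39). S100A7 stood at 4.48 and 3.31 on the WT PR-A vehicle arrays, the second at its array's lower quartile (3.31). The size of the ABCA13 and S100A7 differences is therefore uncertain. Of 19 interferon-stimulated genes 14 were lower (17 adjusted over the list alone; median -2.77, adjusted p = 1.19e-07 from camera, and adjusted p = 0.567 with an estimated correlation). SUMO3 was higher by 0.96, and PIAS3, a SUMO ligase, had a difference of -0.62 (under the 1.5-fold threshold without PR-A K388R vehicle replicate 2, adjusted p = 0.0249), in a SUMO pathway list with adjusted p = 0.414.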
